# MiT/TFE factors control ER‐phagy via transcriptional regulation of FAM134B

**DOI:** 10.15252/embj.2020105696

**Published:** 2020-07-27

**Authors:** Laura Cinque, Chiara De Leonibus, Maria Iavazzo, Natalie Krahmer, Daniela Intartaglia, Francesco Giuseppe Salierno, Rossella De Cegli, Chiara Di Malta, Maria Svelto, Carmela Lanzara, Marianna Maddaluno, Luca Giorgio Wanderlingh, Antje K Huebner, Marcella Cesana, Florian Bonn, Elena Polishchuk, Christian A Hübner, Ivan Conte, Ivan Dikic, Matthias Mann, Andrea Ballabio, Francesca Sacco, Paolo Grumati, Carmine Settembre

**Keywords:** ER‐phagy, Fam134B, FGF signaling, IRS1/PI3K signaling, TFEB, Autophagy & Cell Death, Chromatin, Epigenetics, Genomics & Functional Genomics, Musculoskeletal System

## Abstract

Lysosomal degradation of the endoplasmic reticulum (ER) via autophagy (ER‐phagy) is emerging as a critical regulator of cell homeostasis and function. The recent identification of ER‐phagy receptors has shed light on the molecular mechanisms underlining this process. However, the signaling pathways regulating ER‐phagy in response to cellular needs are still largely unknown. We found that the nutrient responsive transcription factors TFEB and TFE3—master regulators of lysosomal biogenesis and autophagy—control ER‐phagy by inducing the expression of the ER‐phagy receptor FAM134B. The TFEB/TFE3‐FAM134B axis promotes ER‐phagy activation upon prolonged starvation. In addition, this pathway is activated in chondrocytes by FGF signaling, a critical regulator of skeletal growth. FGF signaling induces JNK‐dependent proteasomal degradation of the insulin receptor substrate 1 (IRS1), which in turn inhibits the PI3K‐PKB/Akt‐mTORC1 pathway and promotes TFEB/TFE3 nuclear translocation and enhances FAM134B transcription. Notably, FAM134B is required for protein secretion in chondrocytes, and cartilage growth and bone mineralization in medaka fish. This study identifies a new signaling pathway that allows ER‐phagy to respond to both metabolic and developmental cues.

## Introduction

(Macro)autophagy is an evolutionarily conserved pathway devoted to the degradation of cytosolic components. Autophagy relies on the activity of two organelles, the autophagosomes (autophagic vesicles—AVs), which sequester substrates, and the lysosomes, where degradation occurs (Dikic & Elazar, 2018).

Initially described as non‐specific, autophagy is now emerging as a selective process. Substrate selectivity in autophagy is facilitated by the so‐called cargo receptors, which bind cargos and tether them to autophagosome membranes by direct interaction with LC3 or GABARAP proteins via LIR or GIM motifs, respectively (Kirkin & Rogov, 2019). Selective autophagy is particularly important for the maintenance of organelles in terms of quality and quantity (Okamoto, 2014).

In particular, autophagy of the ER (ER‐phagy) has been implicated in several ER functions, such as remodeling, response to starvation, and cargo‐quality control (Grumati *et al*, 2018; De Leonibus *et al*, 2019; Fregno & Molinari, 2019; Wilkinson, 2019). The incorporation of ER fragments into AVs is facilitated by distinct ER‐phagy receptors, namely Fam134b, Rtn3, Atl3, Tex264, Sec62, and Ccpg1 (Khaminets *et al*, 2015; Grumati *et al*, 2017; Smith *et al*, 2018; An *et al*, 2019; Chen *et al*, 2019; Chino *et al*, 2019). In addition, 200 high‐confidence ER‐phagy regulators have been recently identified through a genome‐wide CRISPRi screen (Liang *et al*, 2020).

To date, however, the signaling events that regulate ER‐phagy in response to cellular and environmental cues are largely uncharacterized.

The whole autophagy process is regulated by post‐translational modifications such as phosphorylation and ubiquitination (Dikic & Elazar, 2018). In addition, the biogenesis of autophagosomes and lysosomes is coordinated at the transcriptional level by TFEB and TFE3, members of the MiTF/TFE transcription factor family, which bind to a conserved 10‐base E‐box‐like palindromic sequences, known as Coordinated Lysosomal Expression and Regulation (*CLEAR*) sites, in the promoter of several lysosomal and autophagy genes (Sardiello *et al*, 2009; Settembre *et al*, 2011; Martina *et al*, 2014).

The activity of TFEB and TFE3 factors is negatively regulated by nutrient and growth factor‐sensitive kinases (such as mTORC1, AKT, ERK2, and GSK3B) and positively regulated by the phosphatase calcineurin through the modulation of the phosphorylation status of multiple serine residues (Puertollano *et al*, 2018). In particular, phosphorylation of TFEB and TFE3 by the mTORC1 kinase inhibits their nuclear translocation; therefore, the inhibition of mTORC1, for example during starvation, promotes TFEB and TFE3 dephosphorylation, nuclear translocation, and activation of target genes (Martina *et al*, 2012; Roczniak‐Ferguson *et al*, 2012; Settembre *et al*, 2012). MiTF/TFE factors can be activated in response to multiple stimuli, such as exercise, infection, inflammation, and lipid overload, suggesting that they might participate to multiple cell‐ and tissue‐specific responses (Puertollano *et al*, 2018). However, whether they are able to regulate selective autophagy is currently unknown.

We recently demonstrated that fibroblast growth factor (FGF) signaling, a critical regulator of skeletogenesis (Ornitz & Marie, 2015), activates autophagy in chondrocytes (Cinque *et al*, 2015). Moreover, chondrocytes that display defects in the autophagy pathway have altered ER morphology and function (Cinque *et al*, 2015; Bartolomeo *et al*, 2017; Kang *et al*, 2017; Horigome *et al*, 2019). These observations led us to hypothesize that ER‐phagy in chondrocytes is regulated by the FGF signaling.

In this work, we characterized the signaling cascade activated by FGF in chondrocytes and demonstrated that FGF induces lysosome biogenesis and ER‐phagy through the activation of TFEB and TFE3 transcription factors. Mechanistically, we found that TFEB and TFE3 induce the expression of the ER‐phagy receptor FAM134B, hence stimulating the delivery of ER fragments into newly formed lysosomes. Starvation‐mediated TFEB and TFE3 activation also induces ER‐phagy via FAM134B induction in multiple cell lines, demonstrating the generality of this pathway. In addition, this process appears to be physiologically relevant during skeletal development both in fish and in mouse.

## Results

### FGF signaling induces lysosome biogenesis and ER‐phagy in chondrocytes

High‐resolution mass spectrometry‐based proteomic analysis in rat chondrocytes (RCS) showed that FGF18 stimulation significantly downregulated ER and ribosome proteins while upregulating lysosome category compared with vehicle‐stimulated cells (Fig 1A; Tables EV1 and EV2). Consistently, a prolonged (12 h), but not short term (4 h), stimulation of RCS with FGF18 or FGF2 increased lysosome numbers, and their degradative function, as assessed by *I*) LysoTracker fluorescence intensity; *II*) degradation of the artificial substrate DQ‐BSA; *III*) quantification of lysosome‐associated membrane protein 1 (LAMP1)‐positive vesicles; and *IV*) enzymatic activity of tested lysosomal hydrolases (β‐glucuronidase and of hexosaminidase; Figs 1B–D and EV1A–D). To probe the nature of the substrates degraded within lysosomes upon FGF stimulation, we pharmacologically inhibited lysosomal degradation with the vATPase inhibitor bafilomycin A1 (BafA1). We observed a striking accumulation of ER membranes decorated with ribosomes, but not of mitochondria, in lysosomes of FGF18‐treated chondrocytes (Fig 1E). We confirmed this observation by tracing a photostable dye that selectively accumulates in the ER (ER‐Tracker; Fig 1F) and by using the ER autophagy tandem reporter (EATR) assay (Liang *et al*, 2018; Fig 1G). The delivery of ER portions into lysosomes upon FGF stimulation was mediated by ER‐phagy, since it did not occur in RCS lacking the autophagy gene *Atg9* (ATG9A^KO^) as well as *Atg7* and *Beclin1* genes (ATG7^KO^; BCN1^KO^; Figs 1G and EV1E and F). Taken together, these data demonstrate that FGF induced lysosome biogenesis and ER‐phagy in chondrocytes.

**Figure 1:**
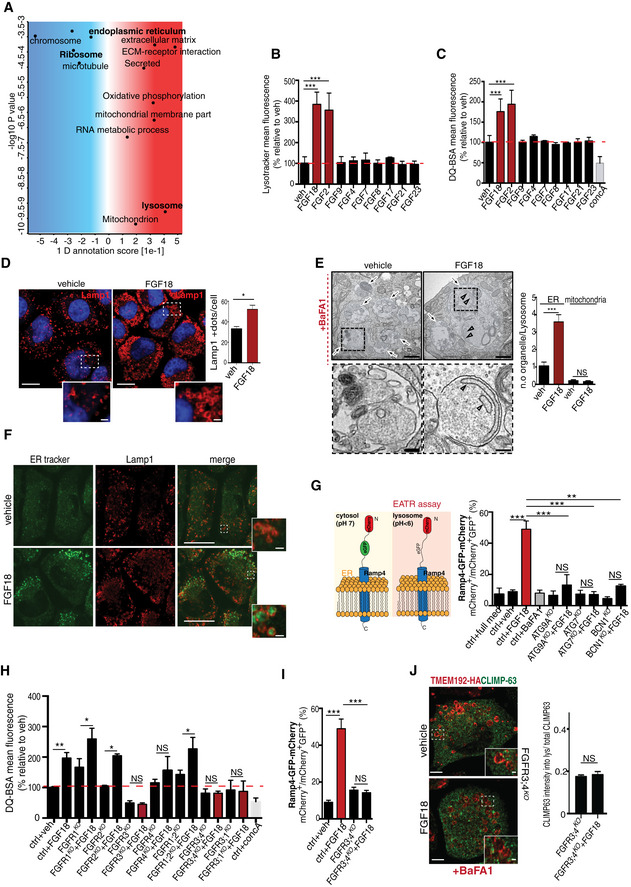
FGF signaling promotes lysosome biogenesis and ER‐phagy in chondrocytes through FGFR3 and FGFR4 AMS proteomic analysis of RCS chondrocytes treated with vehicle (5% ABS) and FGF18 (50 ng/ml) for 16 h. Biological processes and cellular components regulated by FGF signaling are shown. FDR < 0.05. *N* = 4 biological replicates/treatment were analyzed. *P*‐value was calculated using 1D annotation enrichment test based on Wilcoxon–Mann–Whitney test.B, CFACS analysis of LysoTracker (B) and DQ‐BSA (C) dye fluorescence in RCS treated with the indicated FGF ligands (50 ng/ml) for 16 h. Concanamycin A was used at 100 nM for 1 h to inhibit lysosomal function. Fluorescence intensities were expressed as % relative to vehicle (5% ABS). Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates/treatment. One‐way analysis of variance (ANOVA) *P* < 0.002 (B) and *P* = 0.005 (C); Tukey's post hoc test ***P < 0.0005.DLamp1 immunofluorescence (red) in RCS chondrocytes treated with vehicle (5% ABS) and FGF18 (50 ng/ml) for 16 h. Insets show magnification of the boxed area. Nuclei were stained with DAPI (blue). Scale bar 15 and 2 μm (higher magnification boxes). Bar graph shows quantification of Lamp1‐positive vesicles/cell. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates/treatment. *n* = 45 cells were analyzed. Student's paired *t*‐test *P < 0.05.ERepresentative TEM images of RCS chondrocytes treated with 5% ABS (vehicle) and FGF18 (50 ng/ml) for 16 h. BafA1 (100 nM; 4 h) was used to inhibit lysosome activity. Arrows indicate lysosomes. Higher magnification insets showed the presence of ER membranes decorated with ribosomes (arrowheads). Scale bar 500 nm. Quantification shows average number of ER membranes and mitochondria number/lysosome vesicle (Lys). Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates/treatment. ER fragment/vesicle *n* = 60 (vehicle) and *n* = 72 (FGF18) cells were analyzed; mitochondria number/vesicle: *n* = 40 (vehicle) and *n* = 72 (FGF18) cells were analyzed. Student's paired *t*‐test ***P < 0.0005; NS, not significant.FRepresentative co‐immunofluorescence staining of ER (ER‐Tracker BODIPY Green) and lysosomes (Lamp1, red) in RCS chondrocytes treated with vehicle (5% ABS) and FGF18 (50 ng/ml) for 16 h. Insets show higher magnification of boxed area. Scale bar 15 and 2 μm (higher magnification boxes). *N* = 3 biological replicates/treatment.GSchematic representation of EATR assay: eGFP fluorescence, but not mCherry, is lost at acidic pH. Chondrocytes with indicated genotypes (ctrl = wild type) were treated with FGF18 (50 ng/ml; 12 h) and BafA1 (200 nM; 3 h) where indicated. ER acidification was measured by FACS. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates. One‐way analysis of variance (ANOVA) *P* < 0.0001; Tukey's post hoc test ***P < 0.0005; **P < 0.005; NS, not significant.HFACS analysis of DQ‐BSA dye fluorescence in chondrocytes with indicated genotypes (ctrl = wild type) treated with FGF18 (50 ng/ml) for 16 h. Concanamycin A was used at 100 nM for 1 h to inhibit lysosomal degradation. Fluorescence intensities were expressed as % relative to vehicle (5% ABS). Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates/treatment/genotype. Analysis of variance (ANOVA) *P* = 0.00279; Tukey's post hoc test **P < 0.005; *P < 0.05; NS, not significant.IEATR assay. Chondrocytes with indicated genotypes (ctrl = wild type) treated with FGF18 (50 ng/ml; 16 h) where indicated. ER acidification was measured by FACS. Mean ± standard error of the mean (SEM) of *N* = 17 (veh), *N* = 17 (FGF18), *N* = 4 (FGFR3;4^KO^); *N* = 4 (FGFR3;4^KO^ FGF18) biological replicates. One‐way analysis of variance (ANOVA) *P* < 0.0001; Tukey's post hoc test ***P < 0.0005; NS, not significant.JRepresentative immunofluorescence staining of ER (CLIMP63, green) and lysosomes (TMEM192‐HA, red) in FGFR3;4^KO^ chondrocytes treated with vehicle (5% ABS) and FGF18 ( 50 ng/ml for 16 h). BafA1 was used at 100 nM for 4 h to inhibit lysosomal degradation. Quantification of relative CLIMP63 fluorescence into TMEM192‐HA-positive vesicles. *N* = 3 biological replicates; *n* = 21 cells were analyzed. Mean ± standard error of the mean (SEM). Paired Student's *t*‐test NS = not significant. Scale bar 10 and 1.3 μm (higher magnification boxes).

**Figure EV1:**
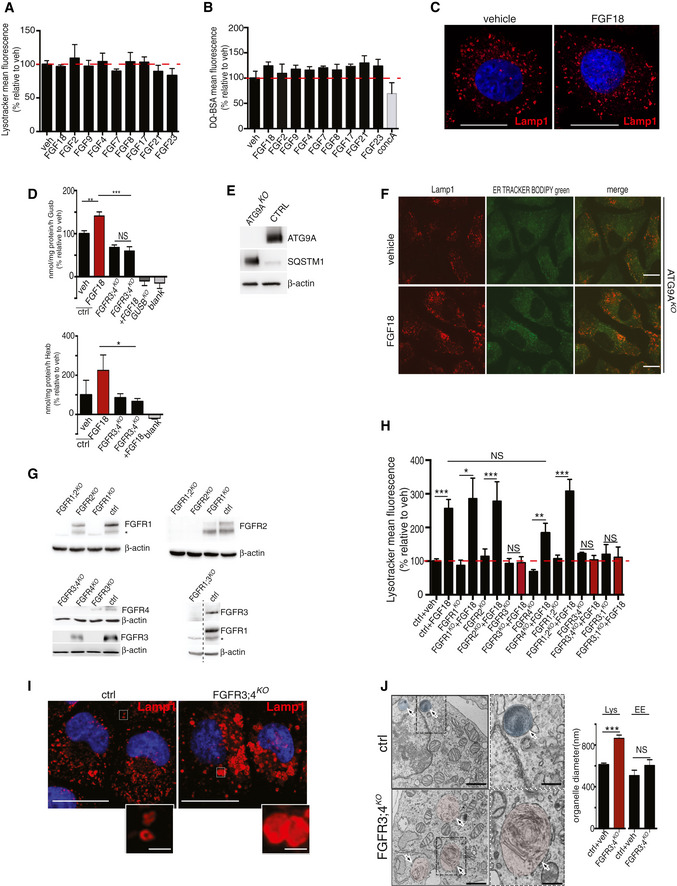
FGF signaling modulates lysosome biogenesis and function FACS analysis of LysoTracker dye fluorescence in RCS chondrocytes treated with FGF ligands for 4 h (50 ng/ml). Fluorescence intensities were expressed as % relative to vehicle (5% ABS). Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates/treatment.FACS analysis of DQ‐BSA dye fluorescence in RCS chondrocytes treated with the indicated FGF ligands (50 ng/ml; 4 h). Fluorescence intensities were expressed as % relative to vehicle (5% ABS). Concanamycin A (100 nM; 1 h) was used to inhibit lysosomal degradation. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates.Immunofluorescence staining of Lamp1 (red) in RCS chondrocytes treated with vehicle (5% ABS) and FGF18 (50 ng/ml) for 4 h. Nuclei were stained with DAPI (blue). Scale bar 10 μm. Representative images of three independent experiments.Enzymatic assay of lysosomal β‐glucuronidase and β‐hexosaminidase enzymes in chondrocytes with indicated genotypes (ctrl = wild type) treated with FGF18 (50 ng/ml) for 16 h. Mean ± standard error of the mean (SEM) *N* = 5 biological replicates (Gusb) and *N* = 6 biological replicates (Hexb). One‐way analysis of variance (ANOVA) *P* < 0.001; Tukey's post hoc test ***P < 0.0005; **P < 0.05; *P < 0.05; NS, not significant. Blank represents the value of the substrate alone.Western blot analysis of wild type (ctrl) and ATG9A^KO^ RCS, showing the absence of ATG9A protein and SQSTM1/p62 accumulation in the KO compared to ctrl. Representative images of *N* = 3 biological replicates. β‐actin was used as a loading control.Co‐immunofluorescence staining of ER (ER‐Tracker BODIPY Green) and lysosomes (Lamp1, red) in ATG9A^KO^ chondrocytes treated with 5% ABS (vehicle) or FGF18 (50 ng/ml) for 16 h. Representative images of *N* = 3 biological replicates. Scale bar 10 μm.Western blot analysis of FGFR^KO^ clones (ctrl = wild type) showing the absence of indicated FGFR proteins. β‐actin was used as a loading control. Asterisks indicate non‐specific bands.FACS analysis of LysoTracker dye fluorescence in RCS with indicated genotypes (ctrl = wild type) treated with FGF18 (50 ng/ml) for 16 h. Fluorescence intensities were expressed as % relative to vehicle (5% ABS). Mean ± standard error of the mean (SEM) of *N* = 3 (FGFR3^KO^, FGFR4^KO^, FGFR1^KO^, FGFR3;1^KO^, FGFR3;4^KO^) *N* = 8 (FGFR2^KO^) *N* = 6 (FGFR1;2^KO^) biological replicates/treatment/genotype. Analysis of variance (ANOVA) *P* = 4.51e^−5^: Tukey's post hoc test ***P < 0.0005; **P < 0.005; *P < 0.05; NS, not significant.Representative immunofluorescence staining of Lamp1 (red) in chondrocytes with indicated genotypes. Higher magnification insets showed enlarged lysosomes in FGFR3/4^KO^ chondrocytes. Nuclei were stained with DAPI (blue). Scale bar 15 and 5 μm (higher magnification boxes). Representative images of *N* = 3 biological replicates/treatment.Representative TEM images of wild type (ctrl) and FGFR3;4^KO^ chondrocytes showing lysosomes (arrows); scale bar 500 nm. Insets show enlargement of lysosomes; scale bar 250 nm. Quantification of organelle diameter (nm). Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates/genotype. Student's unpaired *t*‐test ***P < 0.0005; NS, not significant. *n* = 45 (ctr) and *n* = 51 (FGFR3;4^KO^) cells were analyzed. Lys = lysosome; EE = endosome. Source data are available online for this figure.

### FGF18 stimulation inhibits the PI3K signaling via IRS1 degradation

Next, we sought to characterize the signaling pathway mediating these effects. FGF ligands can bind to four receptor tyrosine kinases (FGFR1‐4; Ornitz & Marie, 2015). To test which receptor was effectively involved in FGF18 signaling, we deleted each of the FGFRs, alone or in combination, in RCS (Fig EV1G). FGF18 induction of lysosome biogenesis was lost in RCS lacking FGFR3 (FGFR3^KO^) and partially inhibited in cells lacking FGFR4 (FGFR4^KO^), while it remained unmodified in cells lacking FGFR1 and/or FGFR2 receptors (Figs 1H and EV1H). Notably, FGFR3/4^KO^ chondrocytes showed lysosomal dysfunction, reduced lysosomal enzymatic activity (Fig EV1D and G–J), and abolished ER‐phagy compared with control cells (Fig 1I and J). Thus, FGF18 promotes ER‐phagy and lysosome biogenesis through FGFR3 and FGFR4.

Next, to characterize the signaling pathway downstream FGFR3/4, we performed quantitative‐ and phospho‐proteomics and transcriptome analysis in control and FGFR3/4^KO^ RCS stimulated with FGF18.

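The transcriptome was measured by QuantSeq 3′ mRNA sequencing, which reads each polyadenylated transcript near its 3′ end, so that the counts do not scale with transcript length. RCS is a chondrocyte line derived from a rat chondrosarcoma. WT RCS and a clone in which FGFR3 and FGFR4 were disrupted by CRISPR/Cas9 (FGFR3/4KO) were cultured with vehicle or with FGF18, with 3 biological replicates in each of the 4 groups. The paper gives FGF18 at 50 ng/ml for 16 h, while the sample labels give 50 µg/ml, and the paper's dose is used here. Libraries were made from 100 ng of total RNA. The authors trimmed the reads, aligned them to the rat genome (rn6) with STAR and counted them on genes with htseq-count, and they deposited the number of reads per gene without normalization. The reads counted on genes ranged from 669585 to 947730 per WT vehicle library (median 698040) and from 846957 to 1196647 per WT FGF18 library (median 1063903). In FGFR3/4KO RCS they ranged from 373964 to 925006 with vehicle (median 674525) and from 840149 to 1140741 with FGF18 (median 1115851). FGFR3/4KO vehicle replicate 2 was the library with the fewest reads on genes.

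**Figure D1:**
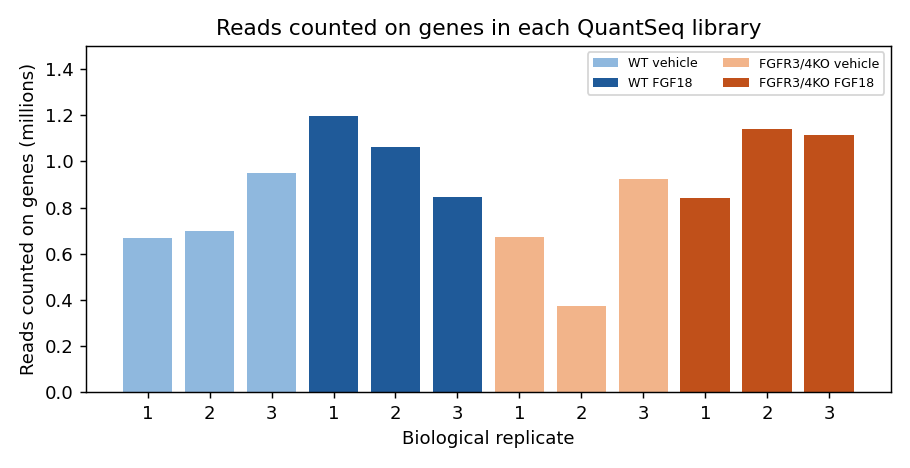
Reads counted on genes in each of the 12 QuantSeq libraries, with one bar per biological replicate and one color per group. The smallest library, FGFR3/4KO vehicle replicate 2, holds 373964 reads, and the largest, WT FGF18 replicate 1, holds 1196647.

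The counts were normalized for library size by edgeR's TMM method and given as CPM, the count scaled to a common library total. Each library was used as a separate biological replicate, as its label names it. A chi-square statistic of the counts of 2 replicates over genes was between 1.56 and 5.67 times its degrees of freedom, a comparison that covers counting error only. The first principal component of log2 CPM held 38.0% of the variance and the second 18.98%. FGF18 and vehicle libraries of WT RCS lay apart on the first component, from -44.2 to -38.1 with FGF18 and from -3.50 to -0.32 with vehicle. The FGFR3/4KO libraries lay from 20.9 to 29.0 with vehicle and from 18.8 to 20.5 with FGF18, a smaller shift in the same direction. On the second component they lay from -8.16 to -6.44 with vehicle and from -17.3 to -8.28 with FGF18, and the WT libraries from 29.5 to 32.1 with vehicle and from -18.97 to -4.11 with FGF18. The levels of Fgfr3 and Fgfr4 themselves were not analysed here by name, because the count tables list genes by Ensembl identifier and names were taken only for the 1998 identifiers that the rows used of Table EV4 pair with a symbol.

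**Figure D2:**
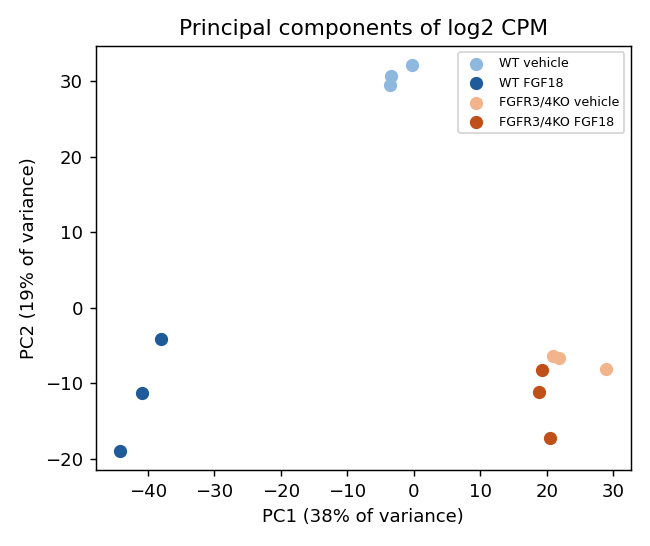
First and second principal components of log2 CPM (38.0% and 18.98% of the variance) of the 12 libraries, one point per library and one color per group. The WT FGF18 libraries lie between -44.2 and -38.1 on the first component, apart from the WT vehicle libraries, and the FGFR3/4KO libraries lie between 18.8 and 29.0, with those given FGF18 lower on both components than those given vehicle.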

Phospho‐proteomics allowed us to quantify the dynamic response of approximately 20,000 phospho‐sites regulated by FGF signaling in RCS. We observed that insulin and PI3K signaling were the most significantly inhibited pathways upon FGF18 stimulation in control but not in FGFR3/4^KO^ RCS (Fig 2A; Table EV3). Western blot analysis demonstrated that the activities of AKT and mTORC1 kinases, downstream of the insulin/PI3K signaling, were strongly reduced following FGF18 treatment (Fig EV2A). By mapping the phospho‐proteome and proteome profiles on a literature‐curated insulin/IGF signaling network, we identified the insulin receptor substrate 1 (IRS1) protein, the adaptor protein that transmits signals from the insulin/IGF receptors (Haeusler *et al*, 2018), as the most downregulated protein by FGF18 treatment in RCS (Fig 2B). The downregulation of IRS1 upon FGF18 stimulation was due to an increase in its degradation and prevented by treatment with the proteasome inhibitor MG132 (Fig 2C). The proteasomal degradation of IRS1 can be triggered by phosphorylation mediated by different kinases, such as JNK1/2, mTORC1, or S6K (Haeusler *et al*, 2018). FGF18 activated JNK1/2, as demonstrated by phosphorylation of c‐JUN (Fig 2D). When JNK1/2 kinases were pharmacologically inhibited, IRS1 was no longer phosphorylated at serine 307 and degraded upon FGF18 treatment (Figs 2D and EV2B). Notably, IRS1 overexpression as well as JNK1/2 suppression rescued mTORC1 and AKT signaling inhibition in RCS treated with FGF18 (Fig 2D and E). These data demonstrate that FGF inhibits the insulin/IGF signaling pathway via JNK‐mediated IRS1 degradation in RCS.

**Figure 2:**
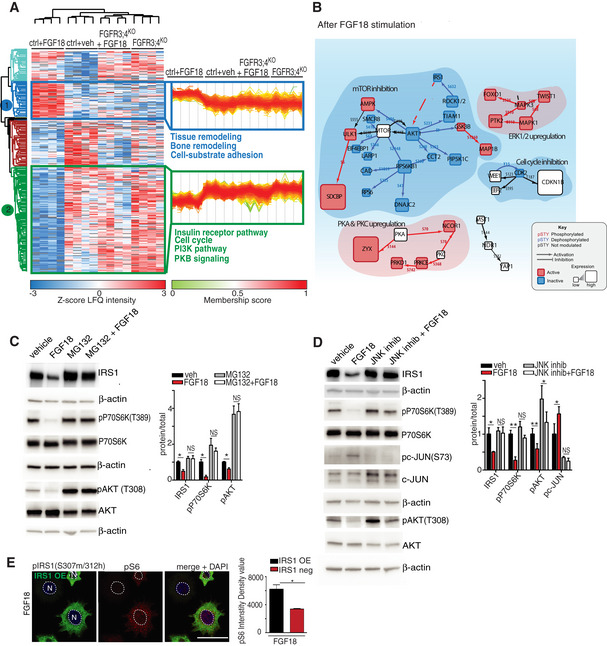
FGF signaling inhibits the insulin/IGF signaling via JNK‐mediated IRS1 degradation AMS phospho‐proteomics analysis of RCS with indicated genotypes (ctrl = wild type) treated with vehicle (5% ABS) and FGF18 (50 ng/ml) for 16 h, showing biological processes regulated by FGF signaling (in blue: upregulated, in green: downregulated). *N* = 4 biological replicates were analyzed. FDR  < 0.05.BProteomic/phospho‐proteomic signaling network modulated by FGF18 in chondrocytes. Red = activating phosphorylation; blue = inhibitory phosphorylation. Cube dimensions and colors are relative to level of protein regulations.C, DRepresentative Western blot analysis of IRS1, p‐P70S6K (T389), P70S6K, p‐AKT (T308), AKT, p‐c‐JUN (s73), and c‐JUN in RCS chondrocytes treated with vehicle (5% ABS) and FGF18 (50 ng/ml) for 12 h. MG132 (10 μM for 6 h) and JNK inhibitor (50 μM for 12 h) to inhibit proteasome (C) and JNK (D) activity, respectively. β‐actin was used as a loading control. *N* = 3 independent experiments. Bar graphs showed quantification of indicated proteins normalized to their totals. IRS1 was normalized to β‐actin. Mean ± standard error of the mean (SEM). Student's paired *t*‐test **P < 0.005; *P < 0.05; NS, not significant.ECo‐immunofluorescence of p‐IRS1 S307 mouse (green) and p‐S6 S240/S242 (red) ribosomal protein in IRS1‐overexpressing RCS chondrocytes treated with FGF18 (50 ng/ml) for 12 h. Nuclei (*N*) were stained with DAPI (blue). Scale bar 15 μm. Quantification analysis of p‐S6 fluorescence intensity in IRS1‐overexpressing *vs* non‐expressing RCS chondrocytes. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates. *n* = 35 cells were analyzed. Student's paired *t*‐test *P < 0.05. Source data are available online for this figure.

**Figure EV2:**
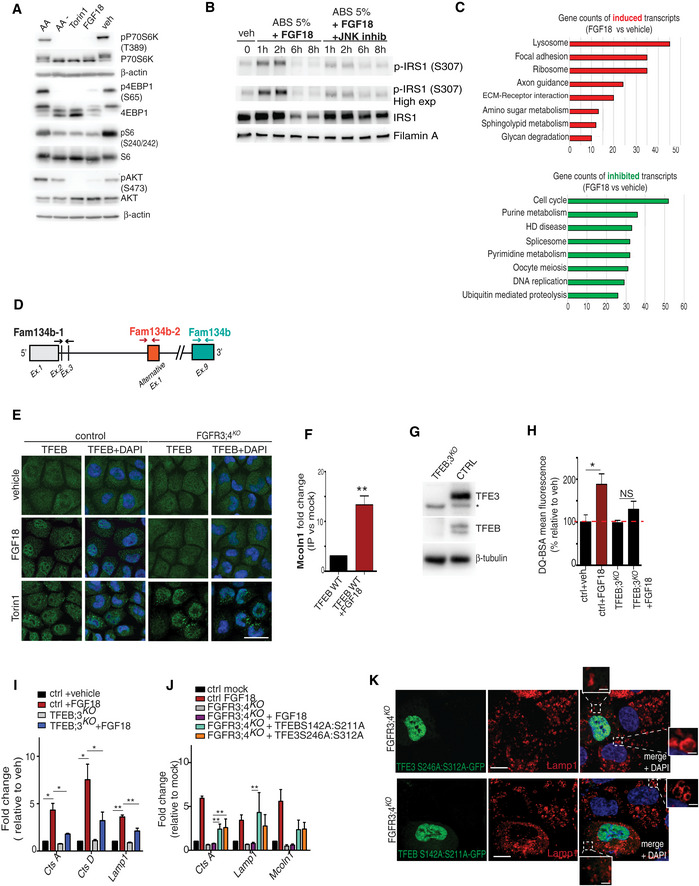
FGF‐dependent regulation of IRS1‐PI3K signaling and of TFEB and TFE3 activity Western blot analysis of p‐P70S6K (T389), P70S6K, p‐4EBP1(S65), 4EBP1, p‐S6 ribosomal protein (S240/S242), S6 ribosomal protein, p‐AKT (S473), AKT proteins in RCS chondrocytes treated as indicated (FGF18: 50 ng/ml 16 h; Torin 1: 1 μM for 2 h; amino acid starvation (AA‐) for 50 min; amino acid re‐feeding (AA) : 3× for 20 min). Representative images of *N* = 3 biological replicates. β‐actin was used as a loading control.Western blot analysis of IRS1 and phospho‐IRS1 (S307) in chondrocytes treated with vehicle (5%ABS), FGF18 (50 ng/ml), and JNK inhibitor (50 μM) for indicated time. Filamin A was used as a loading control. Blot is representative of *N* = 3 independent experiments.KEGG pathway analysis of Quantsec gene expression analysis in RCS chondrocytes treated with vehicle (5% ABS) and FGF18 (50 ng/ml) overnight, showing upregulated (red) and downregulated (green) biological processes and cellular components.Schematic diagram showing qPCR primers used to analyze Fam134b isoform expressions. Arrows indicate the positions qPCR primer pairs used to detect Fam134b‐1 (black arrows), Fam134b‐2 (brown arrows), or both (turquoise arrows) Fam134b isoforms. Primer sequences are listed in *Materials and Methods*.TFEB (green) subcellular localization analysis in wild type (control) and FGFR3;4^KO^ chondrocytes treated with FGF18 (50 ng/ml) for 16 h. Torin 1 was used at 1 μM for 2 h as positive control of TFEB nuclear translocation. Nuclei were stained with DAPI (blue). Scale bar 15 μm. Quantification is shown in Fig 3A.Chromatin immunoprecipitation experiment in TFEB‐WT overexpressing cells treated with FGF18 (50 ng/ml) for 16 h, showing enrichment of TFEB binding on Mucolipin‐1 promoter upon FGF18 treatment. *N* = 3 biological replicates. Mean ± standard error (sd). Student's unpaired *t*‐test **P < 0.005.Western blot analysis of wild type (ctrl) and TFEB;3^KO^ clones, showing the absence of TFEB and TFE3 proteins. β‐tubulin was used as a loading control. Asterisk indicates non‐specific band.FACS analysis of DQ‐BSA dye fluorescence in RCS with indicated genotypes (ctrl = wild type) treated with FGF18 (50 ng/ml for 16 h). Fluorescence intensities were calculated as % relative to vehicle (5% ABS). Mean ± standard error of the mean (SEM) of *N* = 4 biological replicates. One‐way analysis of variance (ANOVA) *P* = 0.024.; Tukey's post hoc test *P < 0.05; NS, not significant.qRT–PCR analysis of lysosomal genes in wild type (ctrl) and TFEB;3^KO^ RCS treated with FGF18 (50 ng/ml for 16 h). Fold change values were relative to vehicle and normalized to *Cyclophilin* gene. Mean ± standard error of the mean (SEM) of *N* = 4 biological replicates. Analysis of variance (ANOVA) CTSA *P* = 0.0003; CTSD *P* = 0.0065; Lamp1 *P* = 0.00002; Tukey's post hoc test **P < 0.005; *P < 0.05.qRT–PCR analysis of lysosome genes expression in chondrocytes with indicated genotypes (ctrl = wild type). TFEB‐S142A:S211A and TFE3‐S246A:S312A mutant plasmids were overexpressed for 48 h; FGF18 (50 ng/ml) treatment was for 16 h. Values were normalized to *Cyclophilin* gene and expressed as fold change relative to cells transfected with empty vector (mock). Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates. One‐way analysis of variance (ANOVA) Tukey's post hoc test **P < 0.005.Immunofluorescence staining of Lamp1 (red) in RCS overexpressing TFE3‐S246A:S312A‐GFP and TFEB‐S142A:S211A‐GFP (green) with indicated genotype. Insets show lysosomes. TFEB and TFE3 expressing cells have smaller and less vacuolized lysosomes. Nuclei were stained with DAPI (blue). Scale bar 10 and 2 μm (higher magnification boxes). Representative images of *N* = 3 biological replicates. Source data are available online for this figure.

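Table EV5 gives the paper's genes for each KEGG term, 8 terms for induced and 20 for inhibited genes. The genes of a term that carry a name and were tested here are few, and since the paper chose them from the same libraries no test was made on them. Taken over all terms, 9 of the 19 such genes listed as induced passed an FDR of 0.05 upward in WT RCS (edgeR's quasi-likelihood test), and 31 of the 67 listed as inhibited passed downward. In the lysosome term, 3 of 6 genes passed and all 6 rose, with a median log2 fold change of 0.43. In the term for DNA replication, 8 of 9 genes passed and all 9 fell, with a median of -0.86. In the cell cycle term, 9 of 14 passed and all 14 fell, with a median of -0.79. In FGFR3/4KO RCS the medians of these terms were 0.15, -0.01 and -0.01, and no gene of any term passed. Some other terms of inhibited genes were weaker in WT RCS. No gene passed there for RNA degradation (2 tested, median 0.11), Huntington's disease (5 tested, median -0.16) or Parkinson's disease (4 tested, median -0.21). Over all tested genes with a name, 334 of the 386 with an FDR under 0.05 in the paper's table also passed here. Among the genes of the KEGG terms a smaller share passed. Whether each listed gene passes in the paper's own table was not examined, so the refit cannot be named as the cause. In a list of DNA replication genes written before the data were examined, 8 of 10 tested genes were inhibited in WT RCS, against 13.2% of the others (one-sided Fisher's exact test, odds ratio 22.3, adjusted p = 3.79e-05). The paper reports this term from the same libraries, so the test is not independent of that result.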

### FGF signaling induces ER‐phagy via FAM134B

QuantSeq 3′ mRNA sequencing gene expression analysis (GSE120516) followed by GOEA, with the output restricted to cellular compartment terms (CC_FAT), and KEGG pathway analysis identified lysosome as the most upregulated category by FGF signaling (Fig EV2C; [Link], [Link], [Link]), suggesting that transcriptional mechanisms might mediate the effects of FGF on lysosome biogenesis and ER‐phagy. 

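A list of lysosomal genes was written before the count tables were examined, and 17 of its genes were both tested and named. Of these, 8 (47.1%) were induced by FGF18 in WT RCS and 0 inhibited, against 139 (9.92%) induced of the other 1401 tested genes with a name. The odds ratio was 8.10 (one-sided Fisher's exact test, p = 1.20e-04, adjusted p = 5.98e-04 over 5 gene lists in both directions). Genes are not independent replicates, and limma's camera test, which allows for correlation between genes, gave p = 6.96e-04 for a rise of the list. The theme of the list is a category that the paper reports from these same libraries. Its members Lamp2, Cd164, Psap, Gusb, Mcoln1 and Litaf are also genes of Table EV6, chosen as induced there. Both tests therefore restate the paper's result in part and are not independent of it. The median log2 fold change of the 17 genes was 0.30 in WT RCS and 0.16 in FGFR3/4KO RCS. Counting only induced genes with a log2 fold change of at least 1 moved the enrichment most, to an odds ratio of 3.09 (one-sided Fisher's exact test, p = 0.208). Among the other lists, both named ribosomal protein genes were induced (adjusted p = 0.036, Fisher's exact test), which is too few genes to rank the lists. The paper ranks categories by GOEA and KEGG analysis over all induced genes, and from the lysosome category it proposes that transcriptional mechanisms might mediate the effects of FGF on lysosome biogenesis and ER-phagy.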

Consistently, chondrocytes treated with the transcriptional inhibitor actinomycin failed to induce ER‐phagy and lysosome biogenesis upon FGF18 stimulation (Fig 3A–C). A manually curated analysis of this list detected 66 lysosomal and autophagy genes significantly induced by FGF18 in WT but not in FGFR3/4^KO^ RCS (Fig 3D; [Link], [Link], [Link]). In addition, among all ER‐phagy receptors, FGF18 stimulation significantly increased mRNA levels of the *Fam134b* gene, which was measured using DNA primers located in exon 9 that is shared by all *Fam134b* isoforms (Figs 3E and EV2D). 

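Of the 66 genes, 11 are named among the identifiers used here and 10 passed the filter on low counts. The others were not analysed here by name. The paper chose the genes as induced in WT and not in FGFR3/4KO RCS from these same libraries, so the numbers that pass describe that choice. FGF18 induced 9 of these 10 genes in WT RCS at an FDR under 0.05 and 0 of them in FGFR3/4KO RCS (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In FGFR3/4KO RCS the lowest FDR among them was 0.703, and 1 gene had an unadjusted p under 0.05. The median log2 fold change was 0.86 in WT RCS, with a range from 0.55 to 2.51, and 0.17 in FGFR3/4KO RCS, with a range from -0.15 to 0.54. The largest changes in WT RCS were those of Tecpr1 (ENSRNOG00000001010; log2 fold change 2.51, standard error 0.44, FDR = 9.69e-05), Lamp2 (ENSRNOG00000000164; 1.25, standard error 0.28, FDR = 0.0015) and Litaf (ENSRNOG00000002520; 1.14, standard error 0.24, FDR = 7.51e-04). Tecpr1 rests on 3 to 9 reads per WT vehicle library and 21 to 62 per WT FGF18 library. The smallest were those of Cst3 (0.68, standard error 0.12), Cd164 (0.56, standard error 0.18) and Gusb (0.55, standard error 0.17). Mcoln1 changed by 0.92 (standard error 0.22, FDR = 0.0032).

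**Figure D3:**
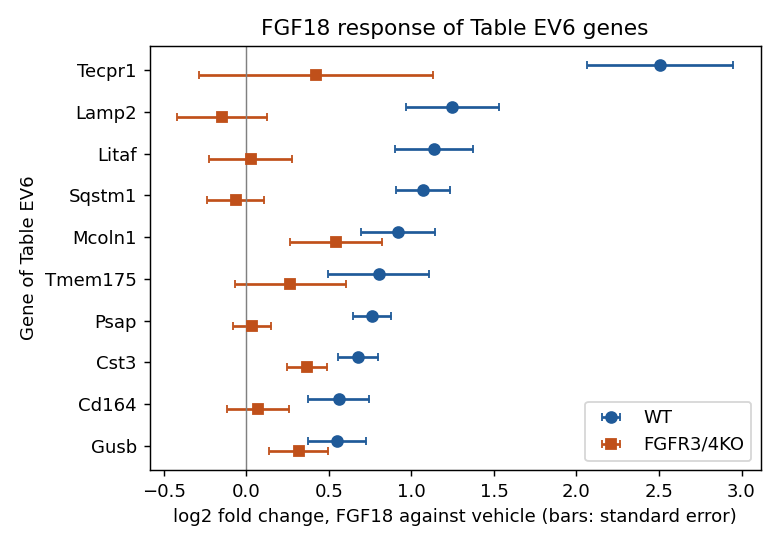
log2 fold change of FGF18 against vehicle for the 10 tested genes of Table EV6, in WT RCS (circles) and FGFR3/4KO RCS (squares), with standard errors of the edgeR fit as bars. In WT RCS the changes range from 0.55 to 2.51, and in FGFR3/4KO RCS from -0.15 to 0.54.

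All 10 genes had a negative interaction, and 8 of them had a log2 fold change above 0 in FGFR3/4KO RCS. In 4 of the 10 the interaction had an FDR under 0.05. It was -1.39 for Lamp2 (standard error 0.39, FDR = 0.021) and -1.11 for Litaf (standard error 0.35, FDR = 0.039). It was -1.14 for Sqstm1 (standard error 0.24, FDR = 0.0018) and -0.73 for Psap (standard error 0.16, FDR = 0.0029). For Tecpr1 it was -2.09 (standard error 0.91, FDR = 0.160), and for Mcoln1 -0.37 (standard error 0.36, FDR = 0.598), so that for these 2 genes no difference between genotypes was shown. With the replicate block, 9 genes were induced in WT RCS, 0 in FGFR3/4KO RCS, and 4 passed the interaction test. With each WT library left out in turn, the number induced in WT RCS lay between 7 and 9, and Gusb and Cd164 passed the threshold in 2 and 3 of the 6 fits.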

Fam134b protein was also induced by FGF18 (Fig 3F). FGF18 stimulation had moderate or null effects on other members of the FAM134 family, namely *Fam134a* and *Fam134c,* and on other ER‐phagy receptors (*Ccpg1, Atl3, Sec62, Tex264, Rtn3*; Fig 3E). CRISPR/Cas9‐mediated deletion of the C‐terminal region of Fam134b, which contains the LIR domain required for the incorporation of the ER into autophagosomes (Khaminets *et al*, 2015; Fam134b ΔLIR; Fig 3F), significantly inhibited ER‐phagy upon FGF18 stimulation (Fig 3G and H). These data suggest that FGF signaling induced lysosome biogenesis and Fam134b‐mediated ER‐phagy at least in part through transcriptional mechanisms.

**Figure 3:**
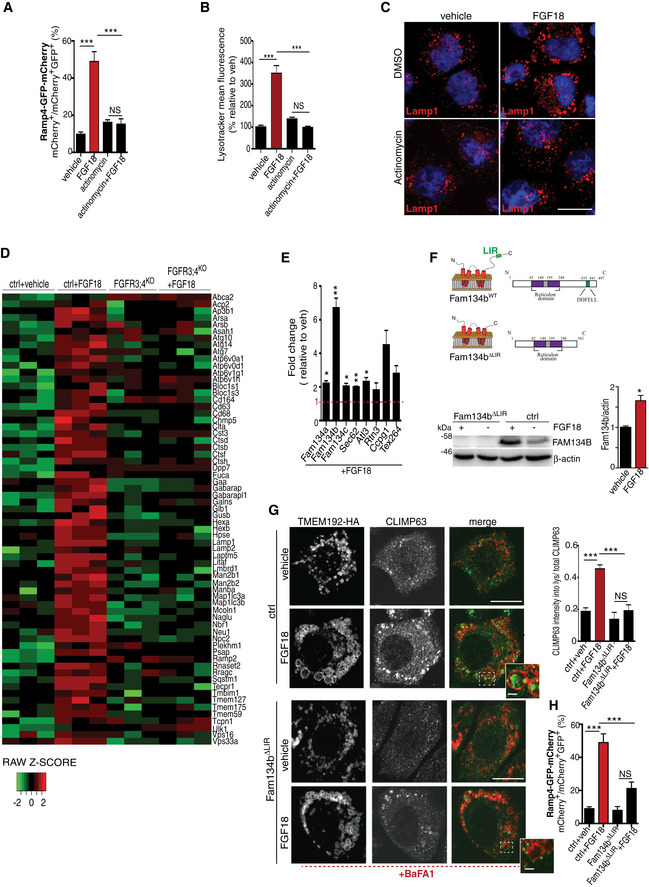
FGF signaling induces ER‐phagy via FAM134B EATR assay. Chondrocytes were treated with FGF18 (50 ng/ml; 16 h) and actinomycin (1 μg/ml; last 4 h) where indicated. ER acidification was measured by FACS. Mean ± standard error of the mean (SEM) of *N* = 17 (veh), *N* = 17 (FGF18), *N* = 5 (actinomycin), and *N* = 5 (actinomycin + FGF18) biological replicates. One‐way analysis of variance (ANOVA) *P* < 0.0001; Tukey's post hoc test ***P < 0.0005; NS, not significant.FACS analysis of LysoTracker dye fluorescence in RCS chondrocytes treated with FGF18 (50 ng/ml) for 16 h. Actinomycin (1 μg/ml) was added for the last 4 h. Fluorescence intensities were calculated as % relative to vehicle (5% ABS). Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates. One‐way analysis of variance (ANOVA) *P* = 0.0002; Tukey's post hoc test ***P < 0.0005; NS, not significant.Representative immunofluorescence staining of Lamp1 (red) in RCS chondrocytes treated with vehicle (5% ABS), FGF18 (50 ng/ml; 16 h) and actinomycin (1 μg/ml; 4 h). Nuclei were stained with DAPI (blue). Representative images of *N* = 3 biological replicates. Scale bar 10 μm.Heatmap of lysosomal and autophagy gene expression in RCS chondrocytes with indicated genotypes (ctrl = wild type), treated with vehicle (5% ABS) and FGF18 (50 ng/ml) for 16 h. FDR  < 0.05. *N* = 3 biological replicates/treatment were analyzed. In green: downregulated; in red: upregulated gene expression.qRT–PCR analysis of ER‐phagy receptors in RCS chondrocytes. Gene expression was analyzed after FGF18 (50 ng/ml) treatment for 16 h. Fold change values were relative to vehicle (5% ABS) and normalized to *Cyclophilin* gene. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates/treatment. Student's paired *t*‐test **P < 0.005; *P < 0.05.(top) Representative model of Fam134bΔLIR protein. LIR = LC3‐interacting region. (bottom) Western blot analysis of Fam134b in chondrocytes with indicated genotypes (ctrl = wild type) treated with FGF18 (50 ng/ml) for 16 h. Representative images of *N* = 3 biological replicates/treatment. β‐actin was used as a loading control. Bar graph showed quantification of Fam134b band intensity normalized to β‐actin. Mean ± standard error of the mean (SEM). Student's paired *t*‐test, *P < 0.05.Immunofluorescence staining of CLIMP63 (green) and lysosomes (TMEM192‐HA, red) in RCS chondrocytes with indicated genotypes (ctrl = wild type) upon FGF18 treatment (50 ng/ml for 16 h). BafA1 (100 nM; 4 h) was used to inhibit lysosomal degradation; scale bar 20 μm. Insets show magnification of CLIMP63 accumulation into lysosomes; scale bar 2 μm. Quantification of CLIMP63 fluorescence intensity into TMEM192‐HA decorated lysosomes. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates. *n* = 10 cells/experiment were analyzed. One‐way analysis of variance (ANOVA) *P* = 1.55e^−7^; Tukey's post hoc test ***P < 0.0005; NS, not significant.EATR assay in RCS with indicated genotypes (ctrl = wild type) showing % of cells with acidified ER by FACS analysis. FGF18 was used at 50 ng/ml for 16 h. Mean ± standard error of the mean (SEM) of *N* = 4 biological replicates/treatment/genotype. One‐way analysis of variance (ANOVA) *P* < 0.0001; Tukey's post hoc test ***P < 0.0005; NS, not significant. Source data are available online for this figure.

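In 9 of the 10 genes of Table EV6 tested here, every WT FGF18 library had a higher TMM-normalized count than every WT vehicle library. The paper chose these genes as induced in WT and not in FGFR3/4KO RCS in the same libraries, so that the separation restates that choice and is no separate test, and 3 libraries against 3 allow no exact permutation p below 0.1. In FGFR3/4KO RCS the FGF18 libraries lay above the vehicle libraries in 2 of the 10 genes, Mcoln1 and Cst3. Mcoln1 was at 33.97 ± 7.40 CPM with vehicle and 63.3 ± 4.46 CPM with FGF18 in WT RCS, and at 21.1 ± 1.10 and 31.4 ± 4.46 CPM in FGFR3/4KO RCS (SD, n = 3 each). Cst3 rose from 291.0 ± 13.7 to 466.2 ± 16.2 CPM in WT RCS and from 362.0 ± 28.0 to 470.0 ± 15.4 CPM in FGFR3/4KO RCS (SD, n = 3 each), the latter without passing the threshold (FDR = 0.703, edgeR). Lamp2 went from 19.4 ± 9.26 to 47.2 ± 7.77 CPM in WT RCS, and in FGFR3/4KO RCS it was at 42.1 ± 2.99 CPM with vehicle and 37.6 ± 5.05 CPM with FGF18 (SD, n = 3 each). Without FGF18, Lamp2 was thus higher in FGFR3/4KO than in WT RCS (log2 fold change 1.05, standard error 0.31, FDR = 0.020, edgeR). Psap was also higher there (0.50, standard error 0.11, FDR = 0.0033, edgeR). The exception to the separation in WT RCS was Gusb, at 466.2 ± 35.9 CPM with vehicle and 684.2 ± 217.1 CPM with FGF18 (SD, n = 3 each).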

### FGF signaling and nutrient starvation activate ER‐phagy via TFEB/TFE3‐mediated FAM134B induction

We postulated that FGF suppresses IRS1‐PI3K downstream signaling and in turn activates a transcriptional program that promotes Fam134b‐mediated ER‐phagy and lysosome biogenesis in RCS. The kinases downstream IRS1 signaling, such as mTORC1 and AKT, phosphorylate and inhibit TFEB and TFE3, members of the microphthalmia‐associated transcription factor (MiTF/TFE) family (Hemesath *et al*, 1994), which regulates lysosome biogenesis and autophagy (Sardiello *et al*, 2009; Settembre *et al*, 2011; Martina *et al*, 2014; Puertollano *et al*, 2018). Notably, 55 out of 66 lysosomal/autophagy genes induced by FGF18 presented one or more TFEB‐binding site (CLEAR; Sardiello *et al*, 2009) in their promoters (Table EV6), suggesting the testable hypothesis that TFEB and TFE3 mediate lysosome biogenesis by FGF. 

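Table EV6 marks 57 of the 66 genes as having a CLEAR site and 9 as having none. Its 57 sites beside a gene are 14 bases long, have scores between 0.8001 and 0.960 (median 0.831) as the paper reports them, and lie between -1999 and 482 bases from the transcription start site, 48 of them upstream. A further 146 sites stand there without a gene name and were not used. Among the sites beside the genes tested here, the highest score is that of Mcoln1, 0.939, for the sequence CGCTCACGTGACCG. This site lies on chromosome 12 from 2054680 to 2054693, 52 bases from the start site. The score beside Tecpr1 is 0.861, for GAGTCACGTGTCCT on chromosome 12 from 12374375 to 12374388, at -414. The coordinates are those of the table, and the reads were aligned to rn6. Lamp2 and Litaf are marked as having no site, and Sqstm1 and Psap as having a site. All of these genes passed the interaction test. In WT RCS, the mean log2 fold change by FGF18 was 0.98 in the 8 tested genes with a site and 1.19 in the 2 without. The difference of -0.21 was not larger than that between other divisions of the 10 genes (exact permutation test across genes, two-sided, p = 0.444). Over all 66 genes, the paper's own log2 fold changes average 1.01 with and 0.94 without a site (permutation test with 100000 resamples, two-sided, p = 0.928). All 66 genes were chosen as induced, and genes are not independent replicates.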

Consistently, FGF18 stimulation induced TFEB and TFE3 dephosphorylation and nuclear translocation in control but not in FGFR3/4^KO^ RCS (Figs 4A and B, and EV2E). Furthermore, FGF18 promoted TFEB transcriptional activation, as demonstrated by an increased binding to the promoter of the target gene *Mucolipin‐1* (Fig EV2F). The induction of lysosomal gene expression and lysosome degradative functions by FGF stimulation was significantly impaired in TFEB and TFE3 double knock‐out RCS (TFEB/3^KO^; Fig EV2G–I), while forced overexpression of a constitutively active (nuclear) form of TFEB (TFEB S142A, S211A), or TFE3 (TFE3 S246A, S321A), rescued lysosomal gene expression and lysosomal dysfunction in FGFR3/4^KO^ RCS (Figs 4C and EV2J and K). Most importantly, TFEB and TFE3 activation by FGF18 was inhibited in RCS that overexpress IRS1, which are treated with JNK inhibitor or in which mTORC1 was constitutively activated by the overexpression of active mutant RagA/C‐GTPases (Sancak *et al*, 2010; Figs 4D–F and EV3A). Taken together, these data indicate that FGF signaling induces TFEB/TFE3 activation through the suppression of the Ins/IGF1 signaling pathway in chondrocytes.

**Figure 4:**
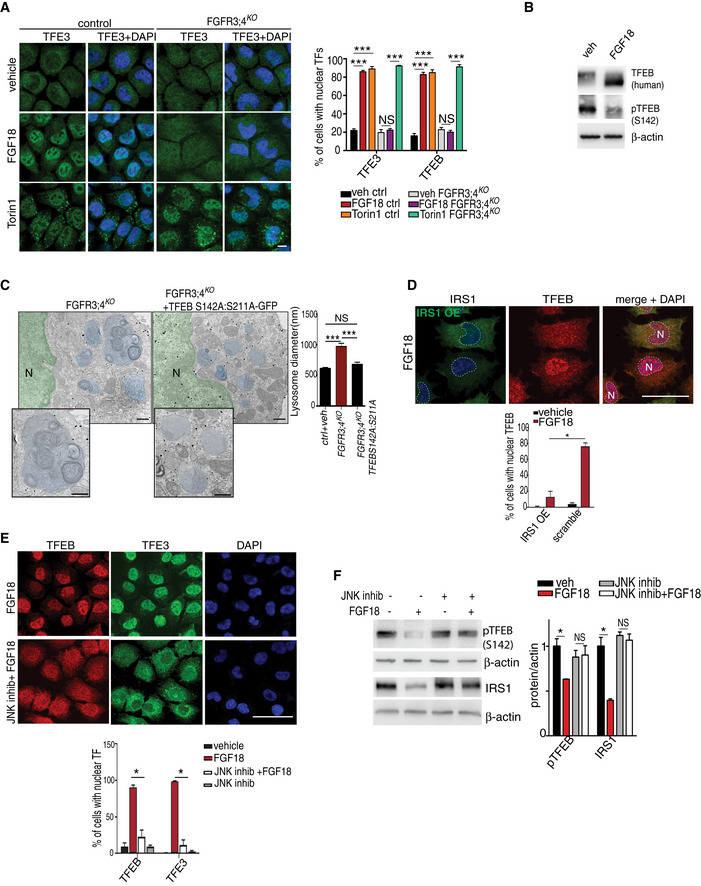
FGF induces nuclear translocation of TFEB/TFE3 transcription factors through JNK‐mediated IRS1 degradation TFE3 (green) subcellular localization in RCS with indicated genotypes (control = wild type) treated with FGF18 (50 ng/ml) for 16 h. Torin 1 (1 μM for 2 h) was used as positive control. Nuclei were stained with DAPI (blue). Bar graph shows quantification (expressed as %) of cells with nuclear TFE3 and TFEB (representative images of TFEB immunofluorescence are shown in Fig EV2E). Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates; *n* = 80 (TFE3) and *n* = 70 (TFEB) cells/experiment were analyzed. Scale bar 10 μm. One‐way analysis of variance (ANOVA) *P* = 3.23e^−12^ (TFEB), *P* = 2.48e^−11^ (TFE3); Tukey's post hoc test ***P < 0.0005; NS, not significant.Western blot analysis of TFEB, and phospho‐TFEB (Serine 142) in RCS chondrocytes stably expressing human TFEB‐3XFlag protein. Cells were treated with vehicle (5% ABS) or FGF18 (50 ng/ml) for 16 h. β‐actin was used as a loading control. Representative images of three independent experiments.GFP immuno‐EM staining in FGFR3/4^KO^ chondrocytes infected with a constitutive nuclear (and active) mutant TFEB fused to GFP tag (TFEB‐ S142A:S211A‐GFP). GFP‐positive gold immune particles showed the presence of GFP puncta into the nucleus (*N*, stained in green for visualization). Lysosomes were stained in blue for visualization. Insets show magnification of lysosomes. Quantification of lysosome diameter (nm) in control (wild type) and FGFR3;4^KO^ chondrocytes infected with empty or with TFEB‐ S142A:S211A‐GFP vector. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates. *n* = 40 (veh), *n* = 78 (FGFR3;4^KO^), and *n* = 57 (FGFR3;4^KO^ +TFEB‐S142A:S211A‐GFP) cells were analyzed. Scale bar 500 nm. Kruskal–Wallis test *P* = 1.43e^−13^; Nemenyi post hoc test ***P < 0.0005; NS, not significant.Co‐immunofluorescence of IRS1 and TFEB in IRS1‐overexpressing RCS chondrocytes treated with FGF18 (50 ng/ml) for 12 h. Nuclei (*N*) were stained with DAPI (blue) and delimited with dashed line. Scale bar 15 μm. Quantification of TFEB nuclear localization in IRS1‐overexpressing *vs* non‐expressing RCS. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates. *n* = 124 cells were analyzed; Student's unpaired *t*‐test *P < 0.05.Subcellular localization analysis of TFEB (red) and TFE3 (green) in RCS chondrocytes treated with FGF18 (50 ng/ml) for 12 h. JNK inhibitor was used at 50 μM for 12 h. Nuclei were stained with DAPI (blue). Quantification analysis showed % of cells with nuclear TFEB and TFE3 in RCS chondrocytes with indicated treatments. Scale bar 15 μm. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates. *n* = 126 cells (control), 126 cells (FGF18), 95 cells (JNK inhibitor), 163 cells (JNK inhibitor + FGF18). Student's paired *t*‐test *P < 0.05.Western blot analysis of phospho‐TFEB (S142) and IRS1 in RCS chondrocytes treated with vehicle (5% ABS) and FGF18 (50 ng/ml) for 12 h. JNK inhibitor was used at 50 μM for 12 h to inhibit kinase activity. β‐actin was used as a loading control. Representative images of *N* = 3 independent experiments. Bar graphs show quantification of indicated proteins normalized to β‐actin. Mean ± standard error of the mean (SEM). Student's paired *t*‐test *P < 0.05; NS, not significant. Source data are available online for this figure.

**Figure EV3:**
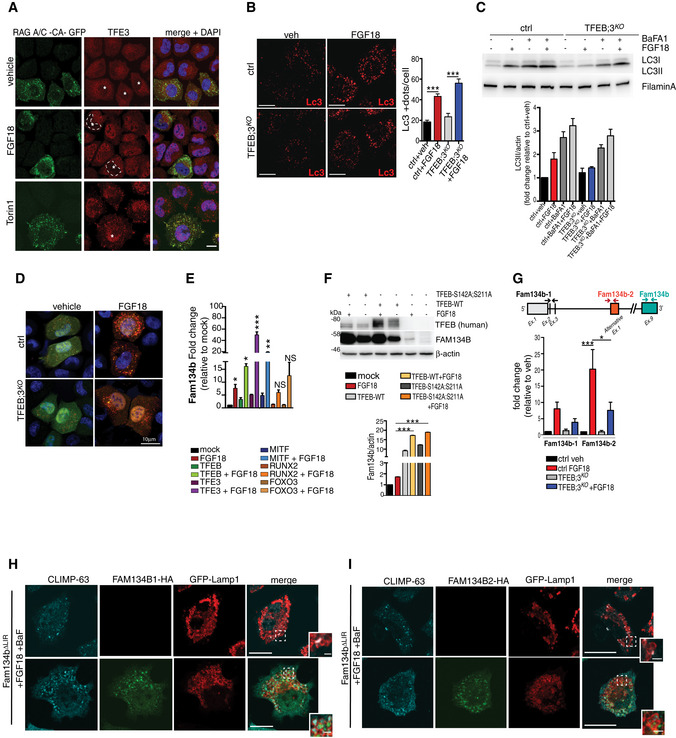
FGF18 induces Fam134b expression and ER‐phagy ARepresentative immunofluorescence staining of TFE3 (red) in RAGA/C-CA-GFP (green) overexpressing RCS treated with FGF18 (50 ng/ml overnight) and Torin 1 (1 μM for 2 h). RAGA/C‐CA-GFP overexpressing cells (asterisks) retain TFE3 in the cytoplasm in FGF18 (empty nuclei were highlighted by dashed white lines), but not in Torin 1 treatment. Nuclei were stained with DAPI (blue). Scale bar 10 μm.BRepresentative images of immunofluorescence staining of LC3 protein in wild type (ctrl) and TFEB;3^KO^ RCS treated with vehicle (5% ABS) and FGF18 (50 ng/ml) for 16 h. Scale bar 10 μm. Quantification of LC3‐positive dots/cell. FGF18 was used at 50 ng/ml for 16 h. *N* = 17 cells/genotypes were analyzed. Student's paired *t*‐test ***P < 0.005.CWestern blot analysis of LC3B in wild type (ctrl) and TFEB;3^KO^ RCS chondrocytes treated with vehicle (5% ABS) and FGF18 (50 ng/ml) for 12 h. BafA1 (200 nM; 4 h) was used to inhibit lysosome activity. β‐actin was used as a loading control. Blots are representative of *N* = 4 independent experiments. Bar graph shows quantification of LC3II normalized to β‐actin. Mean ± standard error of the mean (SEM).DRepresentative immunofluorescence staining of mCherry‐GFP-LC3 tandem experiment assay in wild type (ctrl) and TFEB;3^KO^ RCS treated with vehicle (5% ABS) and FGF18 (50 ng/ml) for 12 h. Nuclei were stained with DAPI (blue).EqRT–PCR analysis of *Fam134b* gene expression in RCS transfected with indicated transcription factors for 48 h. FGF18 (50 ng/ml; 16 h) was added where indicated. Values were normalized to *Cyclophilin* gene and expressed as fold change relative to mock‐transfected cells. Mean ± standard error of the mean (SEM) of *N* = 4 biological replicates/treatment. Student's paired *t*‐test *P < 0.05 and one‐way analysis of variance (ANOVA) *P* = 0.0001; Tukey's post hoc test ***P < 0.0005; **P < 0.005; NS, not significant.FWestern blot analysis of FAM134B and TFEB proteins in RCS overexpressing TFEB‐WT and TFEB‐S142A:S211 plasmids for 48 h. FGF18 was used at 50 ng/ml for 16 h. β‐actin was used as a loading control. Representative images of *N* = 3 biological replicates. Bar graph shows quantification of Fam134b normalized to β‐actin. Mean ± standard error of the mean (SEM). Student's paired *t*‐test ***P < 0.0005.GSchematic representation of Fam134b DNA locus. Arrows indicate the positions qPCR primer pairs used to detect Fam134b‐1 (black arrows), Fam134b‐2 (brown arrows), or both (turquoise arrows) isoforms. qRT–PCR of *Fam134b‐1* and *Fam134b‐2* isoforms in RCS with indicated genotypes (veh and FGF18 refer to treated wild‐type chondrocytes). FGF18 (50 ng/ml; 16 h) was added where indicated. Values were normalized to *Cyclophilin* gene and expressed as relative to mock‐transfected cells. Mean ± standard error of the mean (SEM) of *N* = 4 (*Fam134b‐1*) and *N* = 5 (*Fam134b‐2*) biological replicates/treatment. One‐way analysis of variance (ANOVA) *P* = 0.0013; Sidak's multiple comparison test ***P < 0.0005; *P < 0.05.H, IImmunofluorescence staining of CLIMP63 (light blue) and lysosomes (GFP‐Lamp1, red) in FAM134bΔLIR RCS chondrocytes transfected with Fam134b‐1 (H) and Fam134b‐2 (I) HA‐tagged (green) plasmids upon FGF18 treatment (50 ng/ml for 16 h). BafA1 (100 nM; 4 h) was used to inhibit lysosomal degradation. Insets show magnification of CLIMP63 accumulation into lysosomes. Scale bar 10 and 2 μm (higher magnification boxes). Source data are available online for this figure.

We tested whether TFEB and TFE3 also regulate ER‐phagy in chondrocytes. The increase in Fam134b by FGF18 stimulation was blunted, at both mRNA and protein levels, in TFEB/3^KO^ RCS (Fig 5A and B), and as a consequence, ER‐phagy induction upon FGF18 stimulation was significantly impaired in TFEB/3^KO^ RCS (Fig 5C–E). Notably, FGF18 was still inducing autophagy flux in TFEB/3^KO^ cells (Figs 5F and G, and EV3B–D), suggesting that TFEB/TFE3 activation by FGF18 is essential for ER‐phagy. The overexpression of TFEB, TFE3, and MITF, but not of FOXO3 or RUNX2, significantly increased mRNA and protein levels of Fam134b in chondrocytes (Fig EV3E and F), and this response showed a synergistic effect with FGF18 stimulation (Fig EV3E and F). Thus, FGF signaling induces ER‐phagy via TFEB/TFE3‐mediated Fam134b induction.

**Figure 5:**
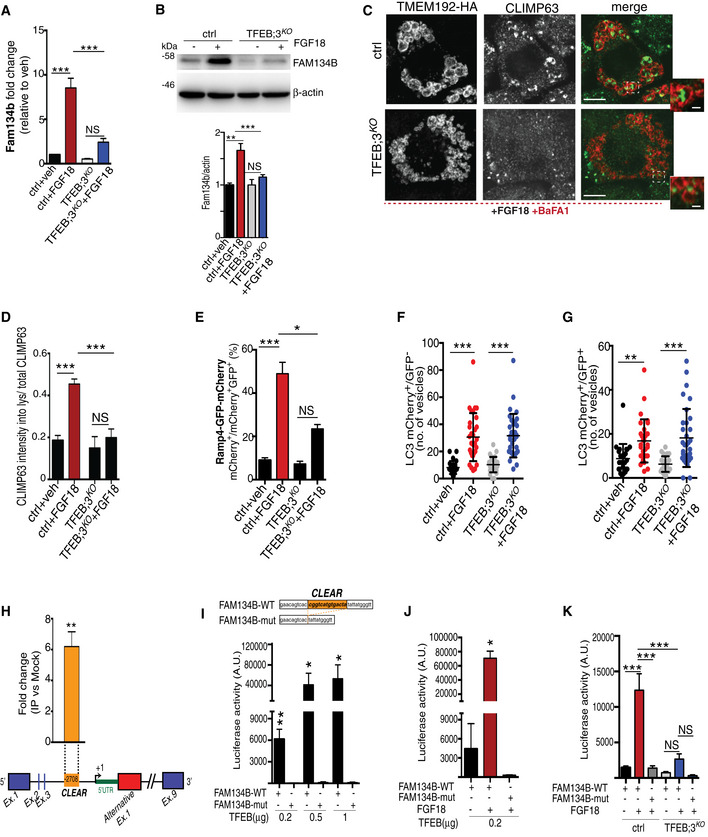
FGF signaling regulates FAM134B transcriptional levels through TFEB and TFE3 AqRT–PCR analysis of *Fam134b* gene expression in chondrocytes with indicated genotypes (ctrl = wild type) treated with vehicle (5% ABS) or with FGF18 (50 ng/ml; 16 h). Fold change values were relative to vehicle and normalized to *Cyclophilin* gene. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates. One‐way analysis of variance (ANOVA) *P* < 0.0001: Tukey's post hoc test ***P < 0.0005; NS, not significant.BWestern blot analysis of Fam134b protein in chondrocytes with indicated genotypes treated with vehicle (5% ABS) and FGF18 (50 ng/ml) overnight. β‐actin was used as a loading control. Representative image of *N* = 3 biological replicates. Bar graph showed quantification of Fam134b normalized to β‐actin. One‐way analysis of variance (ANOVA) *P* < 0.0001; Sidak's multiple comparison test ***P < 0.0005; **P < 0.005 NS, not significant.CCo‐staining of CLIMP63 (green) and TMEM192‐HA (lysosomes, red) in control and TFEB;3^KO^ RCS treated with FGF18 (50 ng/ml for 16 h). BaFA1 was used at 100 nM for 3 h. Scale bar 15 and 2 μm (higher magnification boxes).DQuantification of CLIMP63 fluorescence intensity into TMEM192‐HA decorated lysosomes. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates/treatment/genotype (ctrl = wild type). *n* = 10 cells/experiment were analyzed. One‐way analysis of variance (ANOVA) *P* = 1.55e^−7^; Tukey's post hoc test ***P < 0.0005; NS, not significant.EEATR assay in chondrocytes with indicated genotypes (ctrl = wild type) showing % of cells with acidified ER measured by FACS. FGF18 was used at 50 ng/ml overnight. Mean ± standard error of the mean (SEM) of *N* = 4 biological replicates. One‐way analysis of variance (ANOVA) *P* < 0.0001: Tukey's post hoc test ***P < 0.0005; *P < 0.05; NS, not significant.F, GData plots show quantification of mCherry^+^ vesicles/cell (autolysosomes) (F) and mCherry^+^/GFP^+^ vesicles/cell (autophagosomes) (G) in wild type (ctrl) and TFEB;3KO cells treated with vehicle (veh) or FGF18. *N* = 3 independent experiments. Mean ± standard error of the mean (SEM) of *N* = 24 (wild type treated with 5%ABS, veh), *N* = 30 (wild type treated with FGF18), *N* = 27 (TFEB;3KO veh), *N* = 33 (TFEB;3KO FGF18) cells. Student's unpaired *t*‐test ***P < 0.0005; **P < 0.005.HChIP analysis of TFEB binding to Fam134b DNA in RCS cells transfected with TFEB‐3XFLAG. Numbers in the CLEAR site (yellow box) refer to the distance [in base pairs] from the transcriptional start site (+1) of *Fam134b‐2* gene. Immunoprecipitated DNA was normalized to the input and plotted as relative enrichment over a mock control. Bar graph shows fold change enrichment; mean ± standard error of the mean (SEM) of *N* = 3 independent experiments. Student's unpaired *t*‐test **P < 0.005.I, JLuciferase assays in RCS chondrocytes using as promoter a 0.7 kb genomic Fam134b DNA fragment containing a wild type (FAM134B‐WT) or a deleted (FAM134B‐mut) version of the CLEAR site. TFEB plasmid transfection amount and FGF18 (50 ng/ml for 16 h) treatments are indicated. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates. Student's paired *t*‐test *P < 0.05; **P < 0.005.KLuciferase activity in wild type (ctrl) and TFEB;3^KO^ RCS chondrocytes with indicated genotypes expressing the indicated Fam134b luciferase report plasmids and treated with FGF18 overnight (50 ng/ml) where indicated. Mean ± standard error of the mean (SEM) of *N* = 5 biological replicates. One‐way analysis of variance (ANOVA) *P* < 0.0001: Sidak's multiple comparison test ***P < 0.0005; NS, not significant. Source data are available online for this figure.

Chromatin immunoprecipitation (ChIP) and luciferase assay experiments demonstrated that TFEB binds to a CLEAR site that is located in the third intron of the *Fam134b* gene, in correspondence to the alternative transcript start site of the *Fam134b* isoform 2 (Fig 5H). FGF18 failed to promote luciferase expression in TFEB/3^KO^ cells and in cells expressing a CLEAR‐mutated version of the FAM134B promoter (Fig 5I–K). Consistently, FGF18 treatment predominantly upregulated the *Fam134b*‐2 isoform in RCS, largely in a TFEB/TFE3‐dependent manner (Fig EV3G). Both Fam134b‐1 and Fam134b‐2 rescued ER‐phagy defects in Fam134b ΔLIR cells (Fig EV3H and I). Taken together, these data indicate that Fam134b is a newly identified target gene of MiTF/TFE factors.

Next, we assessed the generalizability of ER‐phagy regulation by the TFEB/TFE3‐FAM134B axis. When RCS cells were starved in HBSS media, we observed TFEB dephosphorylation, nuclear translocation (Fig EV4A and B), *Fam134b‐2* transcriptional induction (Fig EV4C), and ER‐phagy activation (Fig EV4D and E). Notably, ER‐phagy induction by HBSS starvation was significantly impaired in TFEB/3^KO^ and Fam134bΔLIR cells (Fig EV4D and E). Similarly, TFEB‐mediated *FAM134B* induction promoted ER‐phagy in HeLa, U2‐OS, and mouse embryonic fibroblast cells (Figs 6A–F and EV4F and G), suggesting that TFEB/TFE3‐FAM134B axis represents a general mechanism for regulation of ER‐phagy.

**Figure EV4:**
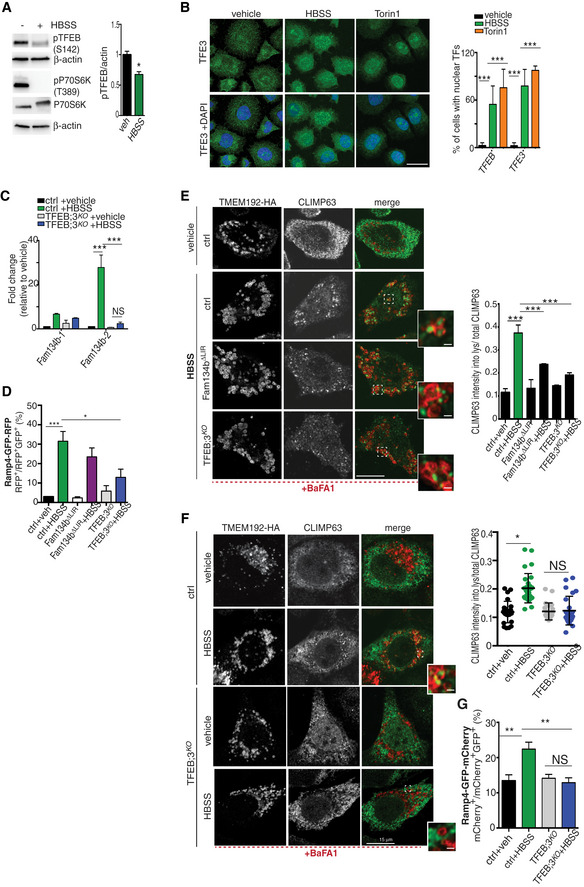
Starvation induces ER‐phagy in RCS and HeLa cells through TFEB and TFE3 Western blot analysis of phospho‐P70S6K (T389), P70S6K, and phospho‐TFEB (S142) in RCS cultured in complete medium or HBSS for 16 h. β‐actin was used as a loading control. Bar graph shows quantification of phospho‐TFEB (S142) normalized to β‐actin. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates. Student's paired *t*‐test *P < 0.05.Subcellular localization analysis of TFE3 (green) in RCS chondrocytes starved with HBSS for 8 h. Torin 1 was used at 1 μM for 2 h as positive control. Nuclei were stained with DAPI (blue). Quantification analysis showed % of cells with nuclear TFEB and TFE3 in RCS with indicated treatments. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates/treatment. Scale bar 10 μm. *n* = 62 cells (control), 83 cells (HBSS), 47 cells (Torin 1). One‐way analysis of variance (ANOVA) *P* < 0.0001; Sidak's multiple comparison test ***P < 0.0005.qRT–PCR analysis of *Fam134b* isoforms in wild type (ctrl) and TFEB;3^KO^ RCS. Cells were starved overnight with HBSS where indicated. Values were normalized to *Cyclophilin* gene and expressed as fold change relative to control (complete medium). Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates. One‐way analysis of variance (ANOVA) *P* < 0.0001; Sidak's multiple comparison test ***P < 0.0005; NS, not significant.EATR assay in chondrocytes with indicated genotypes (ctrl = wild type) showing % of cells with acidified ER measured by FACS analysis. HBSS starvation was for 16 h. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates/treatment/genotype. One‐way analysis of variance (ANOVA) *P* < 0.0001; Sidak's multiple comparison test ***P < 0.0005; *P < 0.05.Co‐staining of CLIMP63 (green) and TMEM192‐HA (lysosomes, red) in chondrocytes with indicated genotypes (ctrl = wild type) and starved with HBSS for 16 h where indicated. BaFA1 was used at 100 nM for 4 h. Scale bar 10 and 2 μm (higher magnification boxes). Bar graph shows quantification of relative CLIMP63 fluorescence in TMEM192‐HA decorated lysosomes. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates. *N* = 10 cells/experiment were analyzed. One‐way analysis of variance (ANOVA) *P* < 0.0001; Sidak's multiple comparison test ***P < 0.0005.Co‐staining of CLIMP63 (green) and TMEM192‐HA (lysosomes, red) in wild type (ctrl) and TFEB;3^KO^ HeLa cells with indicated genotypes (ctrl = wild type) and starved with HBSS for 16 h where indicated. BaFA1 was used at 100 nM for 4 h. Scale bar 15 and 2 μm (higher magnification boxes). Quantification showed CLIMP63 relative fluorescence in TMEM192‐HA decorated lysosomes. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates. *N* = 26 (HeLa full media), *N* = 29 (HeLa HBSS), *N* = 22 (HeLa TFEB;3^KO^ full media), *N* = 25 (HeLa TFEB;3^KO^ HBSS) cells were analyzed. Student's paired *t*‐test *P < 0.05; NS, not significant.EATR assay in HeLa cells with indicated genotypes (ctrl = wild type) showing % of cells with acidified ER measured by FACS analysis. HBSS starvation was for 16 h. Mean ± standard error of the mean (SEM) of *N* = 5 biological replicates/treatment/genotype. One‐way analysis of variance (ANOVA) *P* = 0.0002; Sidak's multiple comparison test **P < 0.005; NS, not significant. Source data are available online for this figure.

**Figure 6:**
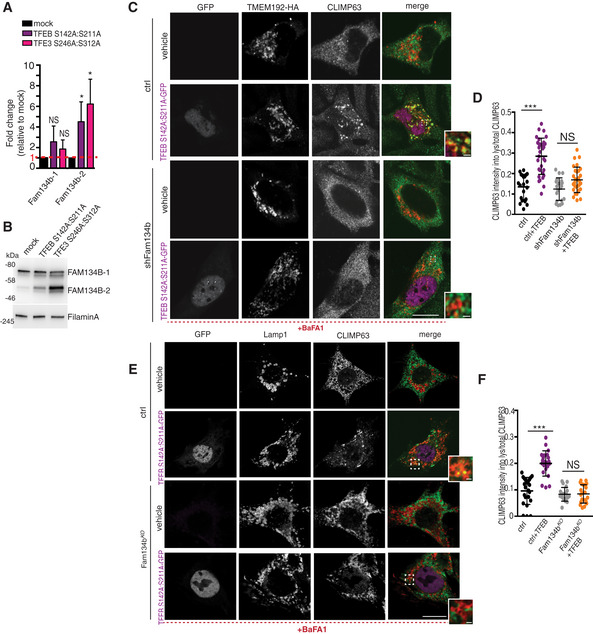
TFEB overexpression induces ER‐phagy in U2OS and MEFs cells via FAM134B AqRT–PCR analysis of Fam134b isoforms in mock, TFEB S142A:S211A, and TFE3 S246A:S312A overexpressing U2OS cells. Values were normalized to *Hprt* gene and expressed as fold change values relative to mock. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates. Student's unpaired *t*‐test *P < 0.05; NS, not significant.BWestern blot analysis of Fam134b isoforms in mock, TFEB S142A:S211A, and TFE3 S246A:S312A overexpressing U2OS cells showing induction of *FAM134B‐2*, but not of *FAM134B‐1* isoform by TFEB/TFE3. Filamin A was used as a loading control. Blot is representative of *N* = 3 independent experiments.C, DCo‐immunofluorescence staining of ER (CLIMP‐63, green) and lysosomes (TMEM192‐HA, red) in control and Sh‐FAM134B U2OS cells overexpressing TFEB S142A:S211A‐GFP (purple). BaFA1 was used at 100 nM for 4 h. Scale bar 15 and 2 μm (higher magnification boxes) (C). In (D), quantification of CLIMP63 fluorescence in TMEM192‐HA decorated lysosomes. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates. *N* = 21 (vehicle ctrl), *N* = 33 (TFEB S142A:S211A‐GFP ctrl), *N* = 21 (vehicle *sh*FAM134B), *N* = 30 (TFEB S142A:S211A‐GFP *sh*FAM134B) cells were analyzed. Student's unpaired *t*‐test ***P < 0.0005; NS, not significant.E, FCo‐immunofluorescence staining of ER (CLIMP‐63, green) and lysosomes (Lamp1, red) in WT and Fam134b^KO^ MEF cells overexpressing TFEB S142A:S211A‐GFP (purple). BaFA1 was used at 100 nM for 4 h. Scale bar 15 and 2 μm (higher magnification boxes) (E). In (F), quantification of CLIMP63 fluorescence in Lamp1 decorated lysosomes. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates. *N* = 20 (vehicle ctrl), *N* = 22 (TFEB S142A:S211A‐GFP ctrl), *N* = 21 (vehicle Fam134b^KO^), *N* = 20 (TFEB S142A:S211A‐GFP Fam134b^KO^) cells were analyzed. Student's unpaired *t*‐test ***P < 0.0005; NS, not significant. Source data are available online for this figure.

### FGF signaling induces ER‐phagy in mice and fish cartilage

Subsequently, we tested the physiological relevance of ER‐phagy regulation by FGF by analyzing femoral growth plates in mice lacking both FGFR3 and FGFR4 (FGFR3/4^KO^). FGFR3/4^KO^ mice were growth‐retarded compared with control littermates and histological examination of the femoral growth plate unveiled an altered organization of hypertrophic chondrocytes in FGFR3/4^KO^ mice (Fig 7A–C). Consistent with our *in vitro* observations, FGFR3/4^KO^ growth plates showed reduced JNK1/2 activity, higher IRS1 levels, and increased mTORC1 signaling compared to control growth plates (Fig 7D). In addition, we observed reduced lysosome biogenesis and autophagy, as demonstrated by lower levels of LAMP1 and LC3II, and lysosomal and autophagy markers, respectively, in FGFR3/4^KO^ growth plates compared with controls (Fig 7E). Most notably, FGFR3/4^KO^ growth plates showed downregulation of *Fam134b‐2* at both mRNA and protein levels (Fig 7F and G) and defective ER‐phagy, demonstrated by CLIMP‐63 accumulation and ER cisterna enlargement (Fig 7H and I). Collectively, these observations strongly suggest that FGF signaling is a physiological regulator of Fam134b‐mediated ER‐phagy in chondrocytes during endochondral ossification.

**Figure 7:**
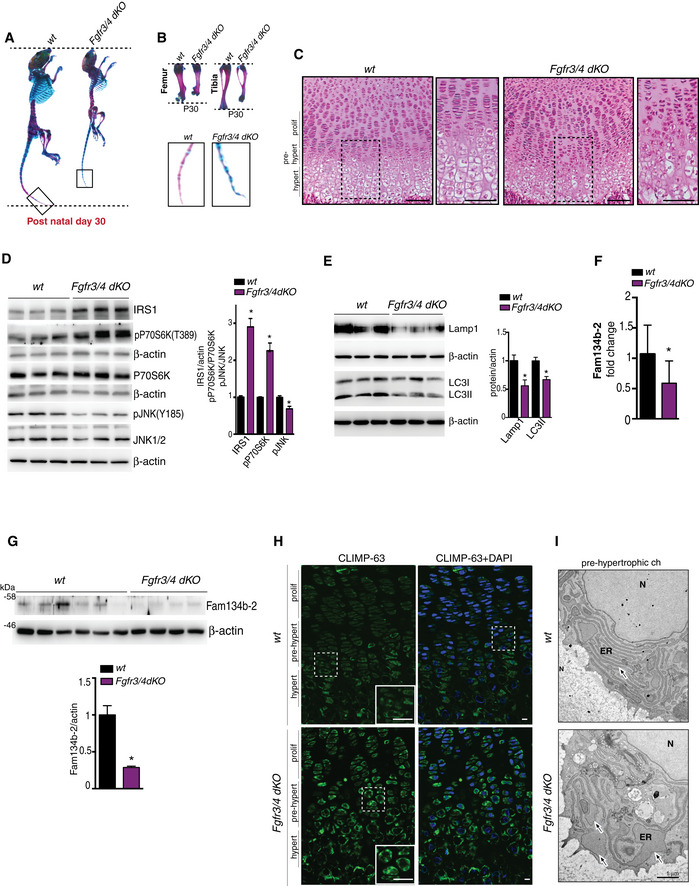
FGF signaling controls ER‐phagy *in vivo* A, BRepresentative images of Alcian Blue (cartilage) and Alizarin Red (bone) skeletal staining showing growth retardation in *Fgfr3/4 dKO* mice compared to age/sex wild‐type littermate at post‐natal day 30. (B) Femur, tibia, and tail details.CHematoxylin/eosin staining of femoral growth plate sections from wild‐type and *Fgfr3/4 dKO* mice. Higher magnification insets showed a disorganized hypertrophic chondrocyte layer, in *Fgfr3/4 dKO* mice. Scale bar 60 μm.DWestern blot analysis of IRS1, p‐P70S6K (T389), P70S6K, p‐JNK (Y185), JNK1/2 proteins in growth plate lysates of mice with indicated genotypes. *N* = 3 mice/genotype. β‐actin was used as a loading control. Bar graph shows quantification. Mean ± standard error of the mean (SEM). Student's unpaired *t*‐test *P < 0.05.EWestern blot analysis of LC3 and Lamp1 proteins from growth plate lysates of mice with indicated genotypes. β‐actin was used as a loading control. *N* = 3 mice/genotype were analyzed. Bar graph shows quantification. Mean ± standard error of the mean (SEM). Student's unpaired *t*‐test *P < 0.05.FqRT–PCR analysis of *Fam134b‐2* expression from growth plate of mice with indicated genotypes. *N* = 8 (*wt* mice) and *N* = 9 (*Fgfr3/4 dKO* mice) were analyzed. Values were normalized to *Hprt* gene and expressed as fold change relative to control. Mean ± standard error of the mean (SEM). Student's unpaired *t*‐test *P < 0.05.GWestern blot analysis of Fam134b‐2 protein from growth plate lysates of mice with indicated genotypes. β‐actin was used as a loading control. *N* = 6 (*wt* mice) and *N* = 4 (*Fgfr3/4 dKO* mice) were analyzed. Bar graph showed quantification of Fam134b‐2 normalized to β‐actin. Mean ± standard error of the mean (SEM). Student's unpaired *t*‐test *P < 0.05.HRepresentative immunofluorescence staining of CLIMP‐63 of femur growth plate sections from mice with indicated genotypes. Scale bar 10 μm. Insets showed increased CLIMP‐63 staining in *Fgfr3/4 dKO* mice. Scale bar 5 μm. Hypert = hypertrophic chondrocytes; pre‐hypert = pre‐hypertrophic chondrocytes; prolif = proliferating chondrocytes.IRepresentative TEM images of growth plate chondrocytes from mice with indicated genotypes. Arrows indicated the ER. *N* = nucleus. Scale bar 1 μm. Source data are available online for this figure.

Next, we explored the consequences of ER‐phagy inhibition in chondrocytes, both *in vitro and in vivo*. MS‐based proteomics analysis demonstrated that the downregulation of ER proteins induced by FGF18 was significantly inhibited in Fam134b ΔLIR cells, further demonstrating the requirement of FAM134B in FGF‐mediated ER‐phagy (Fig 8A; Tables EV7 and EV8). Notably, the downregulation of ribosomal proteins upon FGF was also inhibited in Fam134b ΔLIR cells, suggesting that ribosome turnover is influenced by FAM134B‐mediated ER‐phagy (Fig 8A). Secretome analysis using tandem mass tag proteomics demonstrated that FGF‐regulated protein secretion was impaired in Fam134b ΔLIR cells (Fig 8B; Table EV9). In particular, we observed that the secretion of angiogenic (VEGFs, CTGF) and matrix remodeling (Mmp13) factors, which are stimulated by FGF (Dailey *et al*, 2003), was impaired in Fam134b ΔLIR cells (Fig 8B; Table EV9). These data strongly suggest that FAM134B‐mediated ER‐phagy might play an important role in chondrocytes during skeletal development. To test this hypothesis, we knocked down Fam134b in medaka fish (Oryzias latipes, ol) with a specific morpholino (MO) directed against the second splice donor site (Fig EV5A and B). Consistent with our *in vitro* data, we observed increased levels of *Fam134b* and *Lamp1* mRNAs as well as an induction of ER‐phagy upon FGF18 administration in wild‐type medaka fish (Fig 8C–E). FGF18 failed to induce ER‐phagy in *Fam134b* ^*mo*^ medaka (Fig 8D and E), and TEM analysis demonstrated that *Fam134b* ^*mo*^ chondrocytes had enlarged ER cisternae filled with electron‐dense material. Consistent with defective ER‐phagy (Forrester *et al*, 2019), biochemical analysis showed that type II procollagen accumulated in *Fam134b* ^*mo*^ compared with control fish (Fig 8F and G). Phenotypically, *Fam134b* ^*mo*^ fish displayed shorter body length and head size with structural abnormalities mainly restricted to bones (Fig 8H–J). Both size and mineralization of cartilage elements were severely reduced in *Fam134b* ^*mo*^ fish compared with controls (Fig 8I and J). Reintroducing mRNA encoding for the human version of FAM134B tagged with HA completely rescued body length and head size, along with significant amelioration of cartilage length and ossification in morphant fish (Fig EV5C–F).

**Figure 8:**
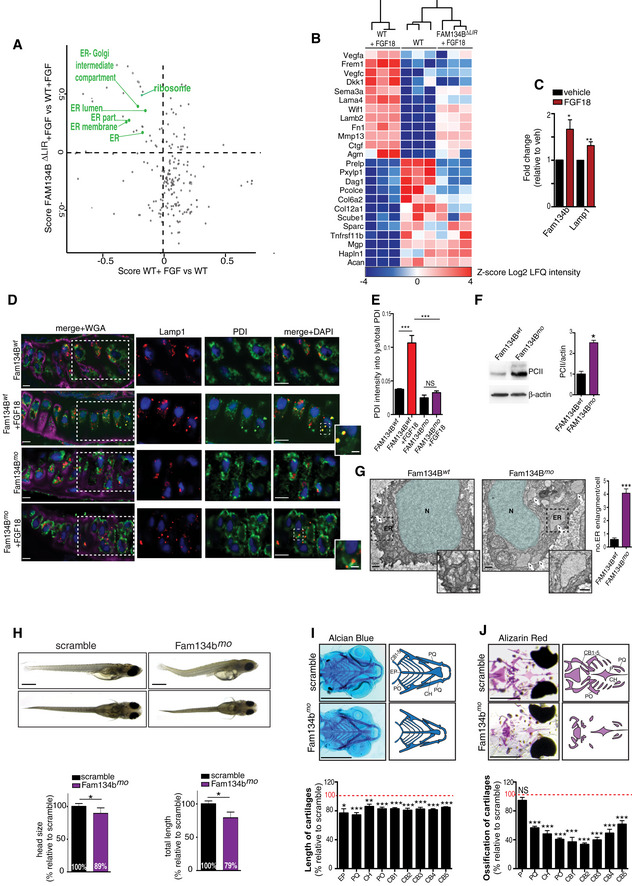
FAM134B is required for protein secretion in RCS and skeletal growth in medaka AScatter plot of cellular compartments and biological processes regulated by FGF18 in a Fam134b‐dependent manner. Full list can be found in Tables EV7 and EV8. Score: Student's *t*‐test difference between wild‐type and Fam134bΔLIR cells. *N* = 3 biological replicates/treatment/genotype were analyzed. FDR  < 0.05.BTandem mass tag secretome analysis of chondrocytes with indicated genotypes and treatments. Fam134b‐dependent secreted proteins are shown; full list can be found in Table EV9. *N* = 3 biological replicates/treatment/genotype were analyzed. FDR  < 0.05.CqRT–PCR analysis of *Fam134b* and *Lamp1* from medaka fish embryos treated with FGF18 (50 ng/ml) for 24 h. Values were normalized to *Hprt* gene and expressed as fold change relative to untreated fish. *N* = 5 biological replicates. Mean ± standard error of the mean (SEM). Paired Student's *t*‐test **P < 0.005; *P < 0.05.DCo‐immunofluorescence staining of Lamp1 (lysosome) and PDI (ER) in medaka fish chondrocytes with indicated genotypes treated with FGF18 (50 ng/ml for 24 h). Insets showed details of colocalization of Lamp1 and PDI. Wheat germ agglutinin (WGA) was used to stain cartilage matrix. Representative images of *N* = 3 fish/genotype/treatment. Scale bars 10 μm. Boxed area were zoomed, and single and merged channels are shown. Scale bars 2 μm.EQuantification of PDI fluorescence intensity into Lamp1‐positive lysosomes. Mean ± standard error of the mean (SEM) of *N* = 10 cells/experiment were analyzed. One‐way analysis of variance (ANOVA) *P* < 0.001; Sidak's multiple comparison test ***P < 0.0005; NS, not significant.FWestern blot analysis of type II procollagen from a pool of medaka fish embryos with indicated genotypes, showing procollagen accumulation in *Fam134b* ^*mo*^ fish. β‐actin was used as a loading control. Bar graph shows quantification of type II procollagen normalized to β‐actin. *N* = 3 biological replicates. Mean ± standard error of the mean (SEM). Student's unpaired *t*‐test *P < 0.05.GRepresentative TEM images of medaka fish chondrocytes. Arrows indicated the ER. Insets show ER enlargement in *Fam134b* ^*mo*^ chondrocyte. *N* = 3 fish/genotype were analyzed. Bar graph shows number of ER enlargement per cell in medaka fish with indicated genotypes. *N* = 29 cells (*Fam134b* ^*wt*^) and *N* = 37 cells (*Fam134b* ^*mo*^) were analyzed. Mean ± standard error of the mean (SEM). Student's unpaired *t*‐test ***P < 0.0005. Scale bar 500 nm. *N* = nucleus, ER = endoplasmic reticulum.HLateral (top) and ventral (bottom) projections of medaka fish embryos with indicated genotypes. Scale bar 1 mm. Bar graphs show quantification of total length and head size of medaka fish model of F*am134b* ^*mo*^ expressed as % relative to the scramble. Mean ± standard error of the mean (SEM) of at least *n* = 8 fish/genotype. Student's unpaired *t*‐test *P < 0.05.I, JAlcian Blue (cartilage) (I) Alizarin Red (bone) (J) staining of scramble and *Fam134b* ^*mo*^ medaka fish. Graph shows quantification of ethmoid plate (EP), palatoquadrate (PQ), ceratohyal (CH), paired prootics (PO), ceretobranchials 1–5 (CB1 to CB5) cartilage length (I), and bone mineralization (J) in F*am134b* ^*mo*^ and scramble fish. Values were expressed as % relative to the scramble (100% red dotted line). Mean ± standard error of the mean (SEM) of *n* = 9 fish/genotype. Student's unpaired *t*‐test *P < 0.05; **P < 0.005; ***P < 0.0005. NS, not significant. Source data are available online for this figure.

**Figure EV5:**
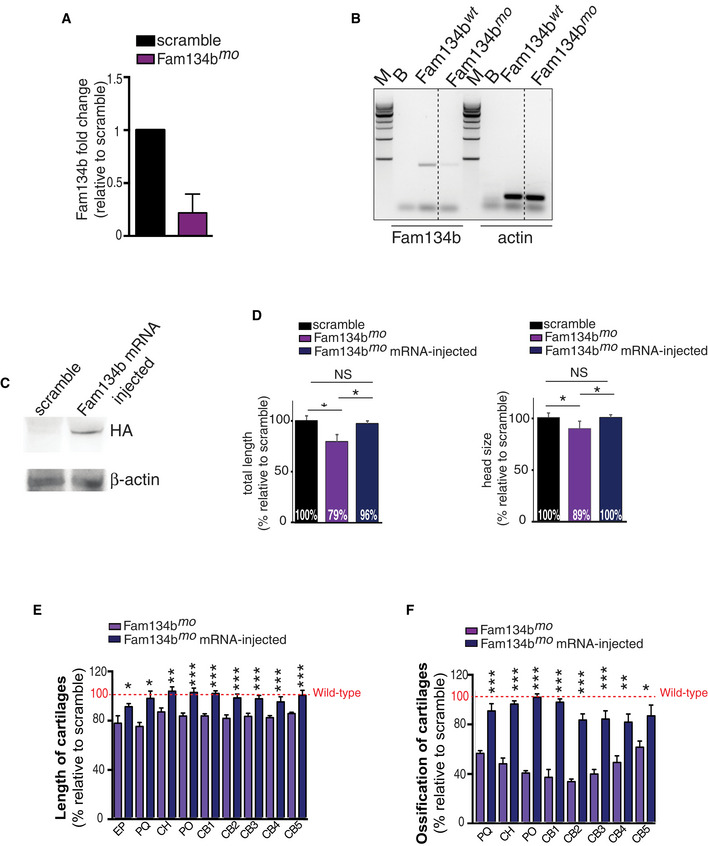
Fam134b‐HA mRNA expression rescued F*am134b* ^*mo*^ skeletal phenotype AqRT–PCR analysis of *Fam134b* gene in medaka fish with indicated genotypes. Values were normalized to *Hprt* gene and expressed as fold change relative to scramble fish. Mean ± standard error of the mean (SEM) of *N* = 3 biological replicates.BReverse transcription–PCR analysis of *Fam134b* gene in *Fam134b* ^wt^ and *Fam134b* ^mo^ medaka fish. Actin gene was used as control gene. M = marker; B = blank.CWestern blot analysis of HA‐tag from a pool of medaka fish embryos injected with scramble or injected with mRNA produced from human HA‐FAM134B pcdna3.1(+). β‐actin was used as a loading control.DBar graphs show quantification of total length and head size of medaka fish model of F*am134b* ^*mo*^ and mRNA‐injected F*am134b* ^*mo*^ expressed as % relative to the scramble. Mean ± standard error of the mean (SEM) of at least *n* = 8 fish per genotype. Student's unpaired *t*‐test *P < 0.05; NS, not significant.E, FBar graphs show quantification of Alcian Blue (cartilage) (e) and Alizarin Red (bone) (f) staining of *Fam134b* ^*mo*^ and mRNA‐injected F*am134b* ^*mo*^. Ethmoid plate (EP), palatoquadrate (PQ), ceratohyal (CH), paired prootics (PO), ceretobranchials 1–5 (CB1 to CB5) cartilage length (E), and bone mineralization (F) were evaluated. Values were expressed as % relative to the scramble (100% red dotted line). Mean ± standard error of the mean (SEM) of at least *n* = 6 fish/genotype. Student's unpaired *t*‐test *P < 0.05; **P < 0.005; ***P < 0.0005 for comparison between F*am134b* ^*mo*^ and mRNA‐injected F*am134b* ^*mo*^ medaka. Source data are available online for this figure.

Collectively, these observations strongly suggest that the regulation of Fam134b‐mediated ER‐phagy by FGF is conserved across the evolution and plays important roles in chondrocytes during skeletogenesis.

## Discussion

In this study, we have described a novel pathway through which FGF signaling may regulate chondrocyte functions during endochondral ossification. By combining quantitative proteomic, phospho‐proteomic, and RNA sequencing, we demonstrated that FGF stimulation promotes cellular catabolism while inhibiting anabolic pathways. This metabolic shift appears to be mediated, at least in part, by the suppression of insulin/IGF1 signaling through JNK‐mediated degradation of IRS1. These data provide an additional possible mechanism for the observed inhibitory role of FGF during endochondral ossification.

We have identified the molecular players through which FGF18 triggers lysosomal degradation of ER via ER‐phagy. Our data clearly show that ER‐phagy is transcriptionally regulated by the MiT/TFE factors via direct induction of FAM134B, demonstrating that the nutrient‐regulated signaling network downstream TFEB and TFE3 also participates to tissue development and organismal growth. Notably, FGF18 still induced autophagy flux but failed to induce ER‐phagy in RCS lacking TFEB and TFE3, suggesting that, at least in this particular context, the main autophagy role of TFEB/TFE3 is to confer substrate selectivity to the autophagy process. Future studies will be needed to investigate whether additional autophagy substrates are delivered to lysosomes through similar mechanisms, or whether ER‐phagy is part of the general autophagy pathway.

By increasing FAM134B levels in the ER, TFEB and TFE3 might promote FAM134B oligomerization, which in turn promote ER fragmentation and incorporation of ER‐derived vesicles into nascent autophagosomes (Bhaskara *et al*, 2019; Jiang *et al*, 2020). Notably, a transcriptional induction of *Fam134b‐2* by C/EBPβ was recently shown to mediate starvation‐induced ER‐phagy in liver (Kohno *et al*, 2019), suggesting that multiple transcriptional circuitries might participate to the regulation of ER‐phagy.

The demonstration that different extracellular cues, such as starvation and FGF18, activate ER‐phagy through the same effectors suggests its role in sustaining energy metabolism in chondrocytes, which reside in a tissue environment where nutrient is scarce (Yao *et al*, 2019). In addition, ER remodeling through ER‐phagy might be important in regulating protein secretion in chondrocytes, particularly during chondrocyte hypertrophic differentiation.

The discovery of the cellular mechanisms governing ER‐phagy might be of therapeutic relevance. Indeed, FAM134B‐mediated lysosomal degradation of ER fragments has been shown to mediate the clearance of ER‐retained misfolded pathogenic proteins, such as alpha1‐antitrypsin Z mutant and collagens (Fregno *et al*, 2018; Cui *et al*, 2019; Forrester *et al*, 2019). Thus, the identification of the mechanisms that control FAM134B activation might be exploited for the treatment of protein conformational diseases.

## Materials and Methods

### Cell culture, transfections, and plasmids

RCS cell line was a Swarm chondrosarcoma chondrocyte line (King & Kimura, 2003). Control and TFEB;3^KO^ HeLa cell line were previously described (Nezich *et al*, 2015). U2OS *sh*FAM134B and FAM134B KO MEF cell lines were previously described (Khaminets *et al*, 2015). RCS, MEFs, and HeLa cells were cultured in DMEM (Euroclone), supplemented with 10% fetal bovine serum (FBS from Euroclone) and 1% P/S. U2OS cells were cultured in Mc'Coys (Euroclone), supplemented with 15% fetal bovine serum (FBS from Euroclone) and 1% P/S. In FGF18 experiments, cells were cultured in DMEM supplemented with 5% adult bovine serum (ABS from Bio‐Techne) (vehicle). In starvation experiment, RCS chondrocytes were cultured in HBSS medium (from Euroclone). For transfection experiments, cells were transfected with Lipofectamine LTX and Plus reagent (Invitrogen) following reverse transfection protocol according to the manufacturer's instructions.

#### Plasmids

TMEM192‐HA and RAG‐A/C‐CA‐GFP were gifts from D. Sabatini (Whitehead Institute, MIT Boston); TFEB, PRK5‐TFE3, and Myc‐MITF were described (An *et al*, 2019); CMV‐Runx2 was a gift from G. Karsenty (Columbia University, New York); FOXO3‐HA was a gift from R. Polishchuck (TIGEM, Italy); and IRS1 and Pgl3 basic luciferase plasmids were from Addgene. eGFP‐mCherry‐Ramp4 plasmid was a gift from E. Corn (Berkeley, California). TFEB S142A:S211‐GFP TFE3 S246A:S312A‐GFP, and eGFP‐mCherry‐LC3 plasmids were previously described (Settembre *et al*, 2011; Di Malta *et al*, 2017). FAM134B1‐HA expression plasmid was described (Khanimets *et al*, 2015) and FAM13B2‐HA was produced by cloning strategy.

### Generation of CRISPR clones

Disruption of genes of interest was obtained through clustered regularly interspaced short palindromic repeats (CRISPR)/CRISPR‐associated protein 9 (Cas9) technology. 1 × 10^6^ RCS chondrocytes were transfected with 5 μg of all‐in‐one vector containing the sgRNA of interest:

FGFR1 sgRNA sequence: GCATCGTGGAGAACGAGTATGG;
FGFR2 sgRNA sequence: TTTCGGTGTTGGTCCAGTACGG;
FGFR3 sgRNA sequence: ACGCGGGTGTCCTCAGCTACGG;
FGFR4 sgRNA sequence: TCCACGGAGAGAATCGTATCGG;
TFEB sgRNA sequence: GCTGCCATGGCGTCGCGCATCGG;
TFE3 sgRNA sequence: AGTCGTCCACCCCCTGCTC;
Fam134b sgRNA sequence: TGAGCTCTGTGGGTAAGCCAAGG;
ATG9A sgRNA sequence: CTCGTCCCGGGTCTGCGAGCGG;
Gusb sgRNA sequence: CTTCGCGGGAACTCAAGGTG.
Beclin1 sgRNA sequence: GTTTTCTGCCACCACCTTT
ATG7 sgRNA sequence: CGCTGAGGTTCACCATCCT

The all‐in one vector contains the U6 promoter, a recombinant form of Cas9 protein under the control of CMV promoter, and a eGFP or mCherry reporter gene under the control of the SV40 promoter (Sigma‐Aldrich). Forty‐eight hours after transfection, putative clones were FACS‐sorted for the eGFP or mCherry fluorescence using the BD FACSAria. Sorted cells were kept in culture until confluence and then subject to PCR analysis followed by Sanger sequencing to identify mutations. Selected clones were validated by Western blotting analysis of protein of interest.

### Chemicals

FGF ligands (PeproTech) were used at 50 ng/ml for 4 h or overnight. c‐Jun N‐terminal kinase (JNK) inhibitor (SP600125, Sigma‐Aldrich, Milan, Italy) was used at 50 μM for 12 h. Bafilomycin A1 (Sigma‐Aldrich) was used at 100 nM for 3–4 h. Torin 1 (Cell Signaling) was used at 1 μM for 2 h. Concanamycin A (Sigma‐Aldrich, Milan, Italy) was used at 100 nM for 1 h. Proteasomal inhibitor (MG132, Sigma‐Aldrich, Milan, Italy) was used at 10 μM for 6 h. Actinomycin (Sigma‐Aldrich) was used at 1 μg/ml for 4 h. ER‐Tracker BODIPY Green (BODIPY™ FL Glibenclamide, for live‐cell imaging, Thermo Fisher) was used at 1 μM for 30 min at 37°C in DMEM (w/o supplements) in dark and then fixed with 4% PFA for 2 min at 37°C.

### Immunofluorescence

RCS chondrocytes were fixed for 15 min in 4% PFA in PBS and permeabilized for 20 min in blocking buffer (0.05% (w/v) saponin, 0.5% (w/v) BSA, 50 mM NH_4_Cl, and 0.02% NaN_3_ in PBS). Cells were incubated in humid chamber for 1 h at room temperature with primary antibodies (Lamp1 Abcam ab24170 1:200; CLIMP63 Proteintech 16686‐1‐AP 1:200; HA BioLegend 901501 1:500; p‐IRS1 Merck 05‐1087 1:100; IRS1 Cell Signaling Technology 2390 1:100; p‐S6 Ribosomal protein Cell Signaling Technology 5364S 1:100; LC3 Nanotools 0231‐100 1:200; Lamp1 Santa Cruz Biotechnology sc‐19992 1:500), washed three times in PBS, incubated for 1 h at room temperature with the secondary (Alexa Fluor‐labeled 1:400) antibodies, washed again three times in PBS, incubated for 20 min with 1 μg/ml Hoechst 33342, and finally mounted in Mowiol. All confocal experiments were acquired using slice thickness of 0.5 μm using the LSM 880 confocal microscope equipped with a 63× 1.4 numerical aperture oil objective.

#### TFEB and TFE3 immunofluorescence

RCS chondrocytes were fixed for 15 min in 4% PFA in PBS and permeabilized for 30 min in 0.02% Triton X‐100 in PBS. Cells were incubated in humid chamber for 1 h in blocking buffer (0.1% Triton X‐100, 10% goat serum in PBS) and then with primary antibodies overnight at 4°C (TFEB MyBioSource MBS120432 1:50; TFE3 Sigma‐Aldrich HPA023881 1:200) diluted in 0.1% Triton X‐100 and 5% goat serum in PBS. Alexa Fluor‐conjugated secondary antibodies (1:400) were incubated for 1 h at room temperature in 0.1% Triton X‐100 and 1% goat serum in PBS. Nuclei were stained with DAPI 1:1,000 in PBS for 20 min at room temperature. Cells were washed with PBS, once in Milli‐Q water and mounted with Mowiol. All images were captured using LSM 880 confocal microscope equipped with a 63× 1.4 numerical aperture oil objective. All the quantifications were performed used ImageJ plugins.

### Transmission electron microscopy

For routine EM analysis, the cells were fixed with 1% glutaraldehyde (GA) prepared in 0.2 M HEPES buffer (pH 7.4) for 30 min at room temperature (RT). Mouse growth plates (P8) and medaka fish embryos (stage 40) were fixed using a mixture of 2% paraformaldehyde (PFA) and 1% GA prepared in 0.2 M HEPES buffer for 24 h at 4°C.

For immuno‐EM analysis, the cells were fixed with a mixture of 4% PFA and 0.05% GA for 10 min at RT, then washed with 4% PFA once to remove the residual GA, and fixed again with 4% PFA for 30 min at RT. Next, the cells were incubated with a blocking/permeabilizing mixture (0.5% BSA, 0.1% saponin, 50 mM NH_4_Cl) for 30 min and subsequently with the primary polyclonal antibody against GFP (Abcam, Cat No. AB 290‐50) diluted 1:250 in blocking/permeabilizing solution. The following day, the cells were washed and incubated with the secondary antibody, the anti‐rabbit Fab fragment coupled to 1.4 nm gold particles (Nanoprobes, Cat No 2004, anti‐rabbit nanogold) diluted 1:50 in blocking/permeabilizing solution for 2 h at RT.

All specimens were then post‐fixed as described in Polishchuk and Polishchuk (2019). After dehydration, the specimens were embedded in epoxy resin and polymerized at 60°C for 72 h. Thin 60‐nm sections were cut on a Leica EM UC7 microtome. EM images were acquired from thin sections using a FEI Tecnai‐12 electron microscope equipped with a VELETTA CCD digital camera (FEI, Eindhoven, The Netherlands). Morphometric analysis on the size of lysosomes was performed using iTEM software (Olympus SYS, Germany).

### EATR assay

1 × 10^6^ RCS were transfected with 4 μg of eGFP‐mCherry‐RAMP4, and the expression of the plasmid was induced with doxycycline (Sigma‐Aldrich) 4 μg/ml for 48 h. The day before, cells were treated with vehicle and FGF18 50 ng/ml for 16 h or with indicated treatments (BafA1 for 3 h 200 nM and actinomycin for 4 h at 1 μg/ml). Cells were collected in PBS, and the fluorescence was analyzed with BD FACSAria.

### GFP‐mCherry‐LC3 assay

1.5 × 10^6^ RCS were transfected with 1 μg of eGFP‐mCherry‐LC3, and the expression of the plasmid was induced for 48 h. The day before, chondrocytes were treated with vehicle and FGF18 50 ng/ml for 16 h or with indicated treatments (BafA1 for 3 h 200 nM). Cells were collected in PBS, and the fluorescence was analyzed with BD FACSAria.

### Western blotting

RCS chondrocytes were washed twice with PBS and then scraped in RIPA lysis buffer (20 mM Tris [pH 8.0], 150 mM NaCl, 0.1% SDS, 1% NP‐40, 0.5% sodium deoxycholate) supplemented with PhosSTOP and EDTA‐free protease inhibitor tablets 1× final concentration (Roche, Indianapolis, IN, USA). Cell lysates were incubated on ice for 20 min; then, the soluble fraction was isolated by centrifugation at 18,000 *g* for 20 min at 4°C. Total protein concentration in cellular extracts was measured using the colorimetric BCA protein assay kit (Pierce Chemical Co, Boston, MA, USA). Protein extracts, separated by SDS–PAGE and transferred onto PVDF, were probed with primary antibodies overnight against IRS1 (Cell Signaling Technology 2390 1:1,000), phospho‐P70S6K (Cell Signaling Technology 9234S 1:1,000), P70S6K (Cell Signaling Technology 9202S 1:1,000), phospho‐AKT (Cell Signaling Technology 4056 (T308) ‐ 4060 (S473) 1:1,000), AKT (Cell Signaling Technology 9272 1:1,000), phospho‐c‐JUN (Cell Signaling Technology 2361S 1:1,000), c‐JUN (Cell Signaling Technology 9165 1:1,000), B‐actin (Novus Biologicals NB600‐501 1:5,000), Fam134b (Sigma‐Aldrich HPA012077 1:1,000), FGFR1 (Cell Signaling Technology 9740S 1:1,000), FGFR3 (Cell Signaling Technology 4574S 1:1,000), FGFR4 (Cell Signaling Technology 8562S 1:1,000), FGFR2 (Cell Signaling Technology 11835S 1:1,000), TFEB (Bethyl Laboratories A303‐673A 1:1,000), TFE3 (Sigma‐Aldrich HPA023881 1:1,000), and p62/SQSTM1 (Abnova H00008878 1:1000). Transfected human TFEB was detected with human‐specific TFEB antibody (Cell Signaling Technology BL12896_15 1:1,000). β‐tubulin (Sigma T8660 1:10,000), phospho‐S6 ribosomal protein (Cell Signaling Technology 5364S 1:1,000), S6 ribosomal protein (Cell Signaling Technology 2217S 1:1,000) phospho‐4EBP1 (Cell Signaling Technology 9451P 1:1,000), 4EBP1 (Cell Signaling Technology 9644S 1:1,000), phospho‐TFEB S142 (ABE1971 EMD Millipore 1:10,000), ATG9A (Acris Antibodies AP26284PU‐N 1:1,000), type II procollagen (Hybridoma Bank II6B3 1:1,000), Lamp1 (Abcam ab24170 1:1,000), LC3 (Novus Biologicals NB100‐2220 1:1,000), and Filamin A (Cell Signaling Technology 4762 1:1,000). Proteins of interest were detected with HRP‐conjugated goat anti‐mouse or anti‐rabbit IgG antibody (1: 2,000, Vector Laboratories) and visualized with the ECL Star Enhanced Chemiluminescent Substrate (Euroclone) according to the manufacturer's protocol. The Western blotting images were acquired using the ChemiDoc‐lt imaging system (UVP).

### Lysosomal enzymatic activity

Activity of lysosomal enzyme of interest (β‐glucuronidase and β‐hexosaminidase) was measured as previously described (Bartolomeo *et al*, 2017). Briefly, cells were lysed in extraction buffer (50 mM NaHPO_4_ pH 7.0, 10 mM 2‐mercaptoethanol, 10 mM Na_2_ EDTA, 0.1% sodium lauryl sarcosine, 0.1% Triton X‐100) and protein concentration was measured using the colorimetric BCA protein assay kit (Pierce Chemical). 200 μg of proteins was incubated with 200 μl of fluorogenic substrate (4‐methylumbelliferyl‐β‐D‐glucuronide 2 mM Sigma‐Aldrich for β‐glucuronidase; 4‐methylumbelliferyl‐N‐acetyl‐β‐D‐glucosaminide 6 mM Sigma‐Aldrich for β‐hexosaminidase) for 1 h at 37°C. The reaction was stopped by adding 200 μl of the carbonate stop buffer (0.5 M NaHCO_3_/0.5 M Na_2_CO_3_ pH 7.0), and the fluorescence was measured in a fluorimeter (GloMax‐Multi Detection System, Promega) using 365 nm excitation and 460 emission.

### LysoTracker and DQ‐BSA experiments

LysoTracker DND99 (L7528 Thermo Fisher) was incubated at 50 nM in dark for 40 min at 37°C. Cells were washed three times with PBS 1× and collected; the fluorescence was analyzed by FACS Accuri C6; and 10,000 events were collected. DQ Green BSA (D12050 Thermo Fisher) was incubated at 10 μg/ml in dark for 15 min at 37°C. Cells were washed three times with PBS 1× and collected; the fluorescence was analyzed by FACS Accuri C6; and 10,000 events were collected.

### qRT–PCR

RCS and U2OS cells were harvested for RNA extraction using RNeasy Mini Kit (Cat No./ID: 74106 (250), Qiagen) according to the manufacturer's protocol. 1 μg of total RNA was used for reverse transcription using QuantiTect Reverse Transcription Kit (Qiagen) according to the manufacturer's instructions. qRT–PCR was performed in triplicate using LightCycler 480 SYBER Green I Master (Roche) and analyzed by LightCycler 480 (Roche). The Ct values were normalized to *Cyclophillin* or *Hprt* gene, and the expression of each gene was represented as 2^(−ddCt)^ relative to control.

Primers used were as follows:

Rat

CtsA: Fw5′‐CTTGGCTGTACTGGTCATGC‐3′;
Rev5′‐GGCAAAGTAGACCAGGGAGT‐3′
CtsD: Fw5′‐GTGGCTTCATGGGGATGGAC‐3′;
Rev5′‐GGAGCAAGTTGAGTGTGGCA‐3′
Lamp1: Fw5′‐AACCCCAGTGTGTCCAAGTA‐3′;
Rev5′‐GCTGACAAAGATGTGCTCCT‐3′
Mcoln1: Fw5′‐GTGAGCTCCAGGCCTACATTG‐3′;
Rev5′‐GCCACTTCCACGACGGAA‐3′
Fam134a: Fw5′‐CAGAACAGCAGGGTCCCATA‐3′;
Rev5′‐TCCACTTTAGACCCTGGCTG‐3′
Fam134b: Fw5′‐ACCCACAGAGCTCAAGACAA‐3′;
Rev5′‐CTGGTCTTTGATGGCAGCTG‐3′;
Fam134c: Fw5′‐CCCAGTCTTGTCCCCTGAAT‐3′;
Rev5′‐TTGCCTGTAGTACCACCCTG‐3′
Sec62: Fw5′‐TCTGGCCAGCAGAAATGAGA‐3′;
Rev5′‐CAGTCAGGTTTGGCAGGAAC‐3′
Atl3: Fw5′‐ACCCCTGCAGTTCTGTTCAC‐3′;
Rev5′‐CCCAGCTCAAGATACTGCCC‐3′
Rtn3: Fw5′‐TCTCACACACTACAGCAGCA‐3′;
Rev5′‐ TGAGCGATGTTCACTCCTGT‐3′
Ccpg1: Fw5′‐TCTTGTGGCTGGACTGTCAT‐3′;
Rev5′‐TTTGCACTGCTTTCTCCACC‐3′
Tex264: Fw5′‐GTGCCAGAGGTGAAGGAGAC‐3′;
Rev5′‐TTGCTTGCCCCAGGAGAAAA‐3′
Fam134b ‐2 (EX1): Fw5′‐ACAGGAGGCAGTCACTTTGG‐3′
Rv5′‐TGCTTGCCACAACTCAGACA‐3′
Fam134b ‐1 (EX1) Fw5′‐CTACGGAGGAGCAGGAACC‐3′
Rv5′‐GGCCTCTTCCAGCTCAGG‐3′

Human

Fam134b ‐2 Fw5′‐TTCATTCAAGGGAGGCAGGC‐3′
Rv5′‐CACCTGCTAACCACGGCTAA‐3′
Fam134b ‐1 Fw5′‐AACCTGCTGTTCTGGTTCCTT‐3′
Rv5′‐TCACTGAGGCTTCTCCACAAC‐3′

Mouse growth plates were lysate by tissue lyser (Qiagen) in 1 ml of TRIzol (Invitrogen) buffer for RNA extraction. RNA was isolated by chloroform phase separation and precipitated using isopropyl alcohol. RNA was eluted in RNase‐free water. 1 μg of total RNA was used for reverse transcription using QuantiTect Reverse Transcription Kit (Qiagen) according to the manufacturer's instructions. qRT–PCR was performed in triplicate using LightCycler 480 SYBER Green I Master (Roche) and analyzed by LightCycler 480 (Roche). The Ct values were normalized to *Hprt* gene, and the expression of each gene was represented as 2^(−ddCt)^ relative to control.

Primers used were as follows:

Mouse

Fam134b ‐2 Fw5′‐CATAATAGTCCACTCCTCGGCTTC‐3′
Rv5′‐ CTCAGTCTGGCTCTTTCATCTG‐3′

Medaka fish were pooled for RNA extraction using RNeasy Mini Kit (Cat No./ID: 74106 (250), Qiagen) according to the manufacturer's protocol. 1 μg of total RNA was used for reverse transcription using QuantiTect Reverse Transcription Kit (Qiagen) according to the manufacturer's instructions. qRT–PCR was performed in triplicate using LightCycler 480 SYBER Green I Master (Roche) and analyzed by LightCycler 480 (Roche). The Ct values were normalized to *Hprt* gene, and the expression of each gene was represented as 2^(−ddCt)^ relative to control.

Primers used in medaka were as follows:

Fam134b Fw5′‐TCACTGCTGGAAGAAACCTG‐3′
Fam134b Rev5′‐ATCATGAGACGAAACCAGGG‐3′
Lamp1 Fw5′‐AAGTTTGGACCTGGCCACTA‐3′
Lamp1 Rev5′‐GTAGGTGGTGTTGGTCGGT‐3′

### QuantSeq 3′ mRNA sequencing library preparation

RCS chondrocytes wild type and CRISPR‐KO for the FGF receptors FGFR3 and FGFR4 (3 biological replicates/condition) were overnight cultured in 5% ABS with or without FGF18. Total RNA was extracted according to the manufacturer's instructions (RNeasy Mini Kit, Cat No./ID: 74106 (250), Qiagen); RNA extracted from both cell lines untreated was used as control. RNA extracted was quantified and mixed at 50 ng/5 μl. Total RNA (100 ng) from each sample was prepared using QuantSeq 3′ mRNA‐Seq Library prep kit (Lexogen, Vienna, Austria) according to the manufacturer's instructions. The amplified fragments of cDNA (300 bp long) were sequenced in single‐end mode using the NextSeq 500 (Illumina) with a read length of 75 bp.

### QuantSeq 3′ mRNA sequencing data processing and analysis

Sequence reads were trimmed using Trim Galore software () to remove adapter sequences and low‐quality end bases and then aligned on rn6 reference sequence using STAR (Dobin *et al*, 2013). 

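For each library, htseq-count also reports the reads it left uncounted, and the authors deposited these numbers with the counts. The classes of htseq-count add up to between 2204616 and 8966321 reads per library, over the 12 libraries. Reads on genes, outside genes, ambiguous between genes or of low alignment quality make up these totals, so they hold no unaligned reads. The percentages below are shares of these totals and not of all reads sequenced. Reads left uncounted for low alignment quality made up 78.2% ± 1.09 of the reads (SD, n = 6) in WT RCS and 72.9% ± 1.19 (SD, n = 6) in FGFR3/4KO RCS. The ranges did not overlap, at 77.0 to 79.8% and 71.2 to 74.6% (exact permutation test, two-sided, p = 0.0022, adjusted p = 0.0032 over the 3 read classes compared). Accordingly, 13.7% ± 0.753 of the reads (SD, n = 6) in WT RCS and 18.0% ± 0.697 (SD, n = 6) in FGFR3/4KO RCS were counted on genes. A further 8.03% ± 0.428 and 9.04% ± 0.536 (SD, n = 6 each) fell outside annotated genes. The paper's text names no sequencing batches, and a batch that followed the genotype could not be told apart from it.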

The expression levels of genes were determined with htseq‐count (Anders *et al*, 2015) using the Gencode v19 gene model (Harrow *et al*, 2012). The data have been deposited in NCBIs Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE120516. Differential expression analysis was performed using edgeR (Robinson *et al*, 2010), a statistical package based on generalized linear models, suitable for multifactorial experiments. 

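The deposited count tables list 32754 genes, of which 7378 passed edgeR's filter on low counts and were tested with all 12 libraries in one model. In WT RCS, FGF18 induced 950 genes and inhibited 948 at a false discovery rate (FDR) under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2668 genes had an unadjusted p under 0.05. In FGFR3/4KO RCS, 0 genes were induced and 0 inhibited at the same threshold, and 478 genes had an unadjusted p under 0.05. The difference between the FGF18 effects of the 2 genotypes, tested as an interaction, had an FDR under 0.05 for 802 genes. In all 802 the interaction had the opposite sign to the effect in WT RCS. Of the 1898 genes changed in WT RCS, 763 (40.2%) also passed the interaction test. For the rest, the difference between genotypes did not pass the threshold.

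**Figure D4:**
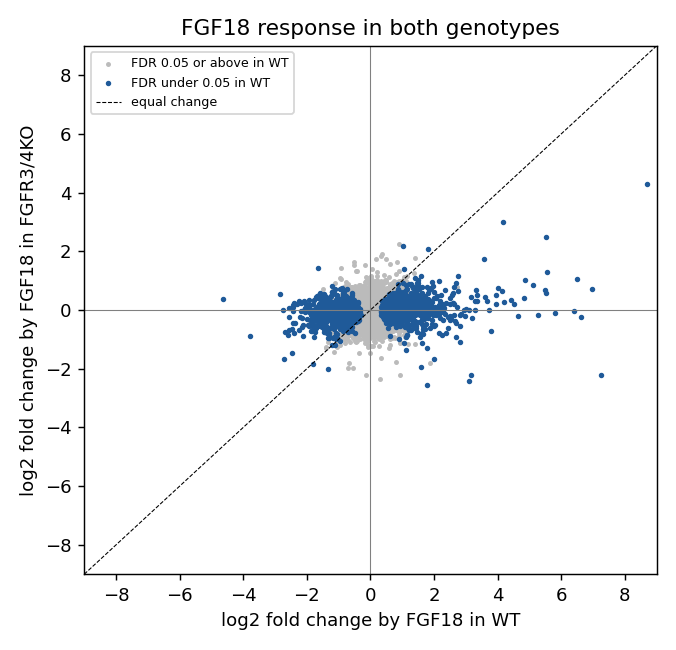
log2 fold change by FGF18 in WT RCS (horizontal axis) and in FGFR3/4KO RCS (vertical axis) for the 7378 tested genes, one point per gene. Blue points are the 1898 genes with an FDR under 0.05 in WT RCS, the dashed line marks equal change in both genotypes, and no gene has an FDR under 0.05 in FGFR3/4KO RCS.

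The groups share replicate numbers 1 to 3, but deviations from the group means correlated no more between libraries with the same number (mean r across genes -0.03, 18 pairs) than between libraries with different numbers (0.02, 36 pairs). With the replicate block in the model, 876 genes were induced and 884 inhibited in WT RCS, 0 and 0 in FGFR3/4KO RCS, and 363 had a positive and 311 a negative interaction. DESeq2 moved the numbers in WT RCS most among the settings that kept all libraries, to 733 induced and 786 inhibited genes. Among the genes reported here by name, Vgf (ENSRNOG00000001416) rose most in WT RCS, with a log2 fold change of 7.25 (standard error 1.00, FDR = 8.58e-06, edgeR). It had no read in any WT vehicle library, in which 3 reads amount to between 3.17 and 4.48 CPM, and 19 to 25 reads with FGF18. Cdkn2b (ENSRNOG00000006735) rose from 28.5 ± 6.52 CPM with vehicle to 373.8 ± 99.9 CPM with FGF18 (SD, n = 3 each), a log2 fold change of 3.73 (standard error 0.22, FDR = 5.21e-13, edgeR). Phlda1 (ENSRNOG00000004019) rose from 131.6 ± 11.8 to 1191 ± 27.5 CPM (SD, n = 3 each), a log2 fold change of 3.18 (standard error 0.15, FDR = 4.56e-15, edgeR). The other largest rises among the genes reported here were those of Scin (3.79) and Flot1 (2.94). The largest falls on the log2 scale were those of Gen1 (-2.69), Mgat5 (-2.57), Arhgap31 (-2.56), Tdrd5 (-2.39) and Foxm1 (-1.86). Gen1, Mgat5, Arhgap31 and Tdrd5 have at most 4, 5, 4 and 11 reads per WT FGF18 library. Scin has at most 3 reads per WT vehicle library. The sizes of these changes, and their order, are thus not fixed. Foxm1 (ENSRNOG00000005936) fell from 134.1 ± 10.4 to 37.2 ± 4.54 CPM (SD, n = 3 each, FDR = 2.24e-08, edgeR). With each of the 6 WT libraries left out in turn, these 10 genes kept their direction and an FDR under 0.05. All 3 FGF18 replicates lay on the same side of all 3 vehicle replicates in each of them, by the rule that selected them. The log2 interaction was -3.71 for Cdkn2b, -2.74 for Phlda1 and 1.70 for Foxm1 (FDR = 7.03e-08, 1.79e-09 and 2.42e-05, edgeR). It did not pass for Vgf (-9.46, FDR = 0.0502), Gen1 (1.96, FDR = 0.168) or Mgat5 (1.88, FDR = 0.170).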

The threshold for statistical significance chosen was false discovery rate (FDR) < 0.05: In detail, 2,225 genes were differentially expressed (1,164 genes induced and 1,061 inhibited) in the RCS‐FGF18 dataset, while no one was found in the KO‐RCS‐FGF18 dataset (GSE120516). Gene Ontology Enrichment Analysis (GOEA) was then performed on these two lists by using the DAVID online tool (DAVID Bioinformatics Resources 6.8) restricting the output to biological process terms (BP_FAT), cellular compartment terms (CC_FAT), and molecular function terms (MF_FAT). The “Kyoto Encyclopedia of Genes and Genomes” (KEGG Pathway) analysis was also performed. The threshold for statistical significance of GOEA was FDR < 0.1 and enrichment score ≥ 1.5, while for the KEGG Pathway analysis was FDR < 0.1. The Supplementary Tables (RESULTS_GO_KEGG_DWall_RCSFGF18_RCS and RESULTS_GO_KEGG_UPall_RCSFGF18_RCS) summarize the results of the GOEA and KEGG. Data visualization: Heatmap was generated using custom annotation scripts.

#### Accession codes

The data discussed in this publication have been deposited in GEO and are accessible through GEO Series accession number GSE120516. The Series has been named: transcriptome profile of RCS chondrocyte wt cell line and RCS chondrocyte obtained from a clone ko for the FGF receptors FGFR3 and FGFR4.

### MS‐proteomics and phospho‐proteomics

Cells were lysed in SDC lysis buffer containing 4% (w/v) SDC, 100 mM Tris–HCl (pH 8.5). Proteome preparation was done using the in StageTip (iST) method (Kulak *et al*, 2014). Phosphopeptides were enriched using the EasyPhos workflow (Humphrey *et al*, 2015). Peptides were desalted on STAGE tips and separated on a reverse‐phase column (50 cm, packed in‐house with 1.9‐μm C18‐Reprosil‐AQ Pur reversed‐phase beads) (Dr Maisch GmbH) over 120 min single‐run gradients at a flow rate of 350 nl on an EASY‐nLC 1200 system (Thermo Fisher Scientific) and analyzed by electrospray tandem mass spectrometry on a QExactive HFX (Thermo Fisher Scientific) using HCD‐based fragmentation. MS data were acquired using a data‐dependent top‐15 method with maximum injection time of 20 ms, a scan range of 300–1650Th, and an AGC target of 3e6. Survey scans were acquired at a resolution of 60,000. Resolution for HCD spectra was set to 15,000 with maximum ion injection time of 28 ms and an underfill ratio of either 30%. Dynamic exclusion was set to 20s. Phosphopeptides were eluted with a 140 min gradient. The maximum injection time was 20 ms, at a scan range of 300–1650Th and an AGC target of 3e6. Sequencing was performed via higher energy collisional dissociation fragmentation with a target value of 1e5 and a window of 1.6Th. Survey scans were acquired at a resolution of 60,000. Resolution for HCD spectra was set to 15,000 with a maximum ion injection time of 120 ms and an underfill ratio of 40%. Dynamic exclusion was set to 40s, and apex trigger (4–7s) was enabled.

### MS data processing and analysis

Raw mass spectrometry data were processed with MaxQuant version 1.5.5.2 using default settings (FDR 0.01, oxidized methionine (M) and acetylation (protein N‐term) as variable modifications, and carbamidomethyl (C) as fixed modification). Label‐free quantitation (LFQ) and “Match between runs” were enabled. For phospho‐proteomic analysis, phospho‐STY was used as a variable modification. Bioinformatics analysis was performed with Perseus 1.5.4.2. Annotations were extracted from UniProtKB, Gene Ontology (GO), and the Kyoto Encyclopedia of Genes and Genomes (KEGG).

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez‐Riverol *et al*, 2019) partner repository with the dataset identifier PXD015326 (RCS‐FGF18/FAM134BKO‐FGF18 dataset) and PXD015331 (RCS‐FGF18/FGFR3‐4KO‐FGF18 datasets).

### Tandem mass tag secretome

Protein enrichment from cell culture supernatant was done as described before (Bonn & Otto, 2018) with minor modifications. In brief, proteins from 1 ml cell culture supernatant were bound to 20 μl primed StrataClean bead slurry by overnight incubation. Beads were washed with PBS and the proteins denatured by boiling in 2% sodium deoxycholate, 10 mM TCEP, 40 mM, chloroacetamide, and 50 mM Tris, pH 8. Samples were diluted to 1% sodium deoxycholate and digested for 6 h at 37°C with 0.5 μg trypsin; after 3 h, another 0.5 μg trypsin was added.

Tryptic peptides were enriched and desalted with SDB‐RPS stage tips as described in the IST protocol (Kulak *et al*, 2014).

Peptides were separated by an 63‐min non‐linear gradient from 5 to 48% acetonitrile on a 20 cm self‐packed C18 column with a EASY‐nLC 1200 and online injected into a QExactive HF (Thermo Fisher). The mass spectrometer was operated in data‐dependent mode; after a survey scan with a resolution of 60,000, the 15 most abundant ions were subjected to HCD fragmentation and analyzed with a resolution of 15,000.

### Tandem mass tag secretome analysis

Data analysis was done with MaxQuant 1.6.1 with standard parameters and activated LFQ quantification. Differentially abundant proteins were detected by 5% FDR‐corrected *t*‐tests performed with Perseus 1.6.2.2.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez‐Riverol *et al*, 2019) partner repository with the dataset identifier PXD015130.

### Chromatin immunoprecipitation (ChIP)

12 × 10^6^ cells were transfected with pCMV‐3× FLAG TFEB‐WT for 48 h and treated with FGF18 overnight. Crosslinking was performed for 15 min at RT with 1% formaldehyde in PBS 1x. Formaldehyde quencing was for 5 min with 0.25 M glycine in PBS; cells were scraped on ice with cold PBS and centrifuged at 1000 g 5 min at 4°C; finally, cell lysis was performed on ice for 20 min in ChIP‐Lysis buffer (50 mM Tris–HCl, pH 8, 100 mM NaCl, 1% Triton X‐100, 1% Tween‐20). Chromatin shearing was performed by MNAse digestion (2 U, Sigma‐Aldrich) at 37°C for 12 min. Enzymatic reaction was stopped with stop mix buffer (1% sodium dodecyl sulfate (SDS) and 2 mM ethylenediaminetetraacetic acid (EDTA)). Unbound SDS was precipitated with SDS‐OUT buffer (Pierce, Rockford, IL, USA). Lysates were diluted 1:1 with ChIP buffer (50 mM Tris–HCl, pH 8, 100 mM NaCl, 0.25% Triton X‐100, 2 mM EDTA) and precleared with High Capacity NeutrAvidin Agarose Resin (Pierce). Protein–DNA complexes were immunoprecipitated with 5ug of ANTI‐FLAG BioM2 (Sigma‐Aldrich antibody) overnight. Samples were washed three times with ChIP wash buffer (50 mM Tris–HCl, pH 8, 150 mM NaCl, 0.5% Triton X‐100, 1 mM EDTA) and twice with ChIP final wash buffer (50 mM Tris–HCl, pH 8, 200 mM NaCl, 1 mM EDTA). DNA was eluted by the addition of 8 mM biotin and 1% SDS in ChIP final wash buffer. Upon crosslink reversal, DNA was precipitated overnight with 200 mM NaCl at 65°C, and purification was performed by ChIP DNA Clean &Concentrator (Zymo Research). 1 μl of DNA/qPCR was used. Primer sequences used for qPCR were as follows:

MCOLN1: FW5′‐CGTCAAGCTTGTCACGTGTTC‐3′
RV5′‐GCGCACCGCGGTCACTG‐3′
Fam134b: FW5′‐CTTTTGGGTAGAGAAGTGCGTG‐3′
RV5′‐CACAAGCCACAGAACCCATAAT‐3′

### Luciferase assay

The promoter region of rat Fam134b from 78211858 to 78211187 (CLEAR 108404, −2708 from TSS position in intron 3) was amplified by PCR from RCS chondrocyte genome and cloned into pGL3‐basic luciferase reporter plasmid (Addgene). 10 × 10^3^ cells/treatment were co‐transfected with luciferase plasmid and together with 0.2, 0.5, and 1 μg of pLX304‐TFEB plasmid. Luciferase assay was performed 48 h after transfection using Dual Luciferase Reporter Assay System (Promega) and normalized for transfection efficiency co‐transfecting Renilla luciferase. CLEAR sequence was mutagenized using the QuickChange II mutagenesis kit (Agilent), according to the manufacturer's protocol.

### Medaka stocks

The Cab strain of wild‐type medaka fish (*Oryzias latipes*) was maintained following standard conditions (i.e., 12‐h/12‐h dark/light conditions at 27°C). Embryos were staged according to Iwamatsu (2004). All studies on fish were conducted in strict accordance with the Institutional Guidelines for animal research and approved by the Italian Ministry of Health; Department of Public Health, Animal Health, Nutrition, and Food Safety in accordance with the law on animal experimentation (D.Lgs. 26/2014). Furthermore, all animal treatments were reviewed and approved in advance by the Ethics Committee at the TIGEM Institute (Pozzuoli, NA), Italy.

### Fam134b morpholino and mRNA injections

The available medaka *olFam134b* (DK136186) genomic sequences were retrieved from public databases (http://genome.ucsc.edu/) from human Fam134b (NM_001034850) transcript. A morpholino (Mo; Gene Tools LLC, Oregon, USA) was designed against the splicing acceptor of exon 2 (MO‐Fam134b: 5′‐GTCGATGATCTCCCAACTGAAGACA‐3′) of the medaka orthologous of the Fam134b gene. The specificity and inhibitory efficiencies of morpholino were determined as previously described (Eisen & Smith, 2008). MO‐Fam134b was injected at 0.015 mM concentration into one blastomere at the one‐/two‐cell stage. Off‐target effects of the morpholino injections were excluded by repeated experiments with control morpholino or by co‐injection with a p53 morpholino as previously described (Eisen & Smith, 2008; Conte *et al*, 2010). cDNA sequences corresponding to human *Fam134b* mRNA were cloned into the pcDNA 3.1(+) vector, and the corresponding synthetic mRNA was transcribed using the T7 mMessage mMachine kit (Ambion, Inc., Austin, TX, USA) according to the manufacturer's instructions. Rescue experiments were performed by co‐injecting *Fam134b* mRNA (100 ng/μl) with the *olFam134b* morpholino into one blastomere of the embryos at the one‐/two‐cell stage.

### Cartilage and bone staining

Staining for cartilage (Alcian Blue) and bone (Alizarin Red) in fixed medaka embryos was performed according to standard medaka skeleton phenotyping protocols (https://shigen.nig.ac.jp/medaka/medakabook/index.php). Pictures were taken using the DM6000 microscopy (Leica Microsystems, Wetzlar, Germany). Measurement of both cartilage and bone length was performed using ImageJ.

Staining for cartilage (Alcian Blue) and bone (Alizarin Red) in fixed mice was performed according to the standard protocol (http://empress.har.mrc.ac.uk/browser/).

### Tissue histology and immunofluorescence

#### Mice

For histology, femur was fixed overnight in 4% (wt/vol) paraformaldehyde (PFA) and then demineralized in 10% EDTA (pH 7.4) for 48 h. Specimens were embedded in paraffin and sectioned at 7 μm, and stained with hematoxylin and eosin. For immunofluorescence, femurs were fixed overnight in 4% (wt/vol) paraformaldehyde (PFA), demineralized in 10% EDTA (pH 7.4) for 48 h, and then cryo‐protected in sucrose solutions (10% sucrose for 2 h, 20% sucrose overnight, 30% sucrose over‐day. All wt/vol). Specimens were embedded in OCT, and cryosections were cut at 10 μm. Sections were incubated with blocking buffer (0.3% Triton X‐100, 3% BSA, 5% FBS in PBS) for 3 h at room temperature, then incubated with primary antibodies (CLIMP63 Proteintech 16686‐1‐AP 1:500) overnight at 4C, and finally stained with secondary antibody (Alexa Fluor‐labeled 1:500) for 3 h at room temperature in blocking buffer. Images were captured using LSM 880 confocal microscope equipped with a 63× 1.4 numerical aperture oil objective.

#### Medaka fish

Embryos were subjected to anesthesia before fixation at stage 40 by 2 h of incubation in 4% paraformaldehyde, 2× phosphate‐buffered saline (PBS), and 0.1% Tween‐20 at room temperature (RT). Samples were rinsed three times with PTW 1× (PBS 1X, 0.1% Tween‐20, pH 7.3) and then incubated overnight (ON) in 15% sucrose/PTW 1× at 4°C, and then again incubated overnight in 30% sucrose/PTW 1× at 4°C. Cryosections of the larvae were processed for immunostaining. Sections were rehydrated in PTW 1× and permeabilized in citrate buffer and boiled for 2 min. Sections were rehydrated in water and washed twice in PBS 1× for 10 min. Blocking solution containing 10% FBS/PTW 1× was applied for 1 h at RT. Primary antibodies (PDI, Enzo Life Sciences, ADI‐SPA‐891‐F, 1:100 and Lamp1 Abcam ab24170, 1:100) were diluted in 5% FBS/PTW 1X, and sections were incubated ON at 4°C. Thus, samples were washed three times with PTW 1× and incubated with secondary antibody Alexa 647 anti‐rabbit IgG, Alexa 568 anti‐mouse IgG (1:200; Thermo Fisher), and WGA (1:500) in 5% FBS/PTW 1× for 2 h at RT. Nuclei were stained with DAPI 1:700 in PBS for 10 min at RT. Finally, sections were washed three times with PTW 1X and mounted with PBS/glycerol solution.

## Author contributions

LC performed most of the experiments. CDL performed medaka and JNK/IRS experiments. MI and MS performed transcriptional analysis of FAM134b. MMa performed enzymatic assays of lysosomal proteins. MI, CDM, and MC performed ChIP experiments. NK, FS, PG, and MMa performed and analyzed proteome and phospho‐proteome data. RDC performed Quantisec analysis. LGW helped with FACS analysis. EP performed electron microscopy analysis. CLa performed mouse genotyping and plasmid preparations. IC, ID, and FGS generated and validated medaka model. FB and ID performed secretome analysis. PG, AB, AKH, and CAH provided reagents and suggestions. CS designed the study and supervised the experiments. CS, LC, and CDL wrote the paper and prepared the figures.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Table EV5 Click here for additional data file.

Table EV6 Click here for additional data file.

Tables EV7 and EV8 Click here for additional data file.

Table EV9 Click here for additional data file.

Source Data for Expanded View Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

Source Data for Figure 7 Click here for additional data file.

Source Data for Figure 8 Click here for additional data file.

## Data Availability

The proteomic data that support the findings of this study have been deposited in PRIDE under accession codes PXD015326 (http://www.ebi.ac.uk/pride/archive/projects/PXD015326), PXD015331 (http://www.ebi.ac.uk/pride/archive/projects/PXD015331), and PXD015130 (http://www.ebi.ac.uk/pride/archive/projects/PXD015130). The QuantSeq data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE120516 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120516). Source data and quantifications given in the main text have associated raw data. All other data supporting the findings of this study are available from the corresponding authors on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

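QuantSeq 3′ mRNA sequencing libraries of WT RCS and FGFR3/4KO RCS, with vehicle or FGF18, were used, 12 libraries with 3 biological replicates in each of the 4 groups. The authors trimmed the reads with Trim Galore, aligned them to rn6 with STAR and counted them with htseq-count, and they deposited raw read counts per gene for each library, with the reads left uncounted by class. The methods name Gencode v19 as the gene model, while the identifiers are those of rat genes in Ensembl. Versions of these tools are not given in the paper's text. Samples were assigned to groups and replicates from the sample labels and the paper. The CPM values computed from the counts equal those that Table EV4 gives under the same labels to within 0.0538 CPM for 12 of 12 libraries.

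From the counts, differential expression was computed with edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's filterByExpr function with its minimum count of 10 and minimum total count of 15, which left 7378 of 32754 genes. Libraries were normalized by TMM, all 12 libraries entered one model with a mean per group, and the quasi-likelihood test was used with Benjamini-Hochberg adjustment and a threshold of 0.05. The comparisons were FGF18 against vehicle in WT RCS, the same in FGFR3/4KO RCS, the interaction of FGF18 and genotype, and FGFR3/4KO against WT RCS with vehicle. Standard errors of log2 fold changes were obtained as the fold change divided by the square root of the test's F statistic. Principal components were computed on log2 CPM. DESeq2 1.42.0 and limma 3.58.1 were used for alternatives, and Python with scipy for exact and permutation tests.

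Reads counted on genes ranged from 373964 to 1196647 per library. The smallest amount that 3 reads can show ranged from 2.51 to 8.02 CPM. QuantSeq reads without molecular identifiers are not independent molecules, so such floors cover counting error only. The test was checked on simulated counts for 7378 genes, of which 200 were changed by known amounts. The quasi-likelihood test recovered 77% of these, and 91.4% of the 116 genes with a log2 change of 2 in size, and 6.10% of its calls were false. It called 0 genes in the FGFR3/4KO comparison, where none had been changed, which says nothing about the power to find a weak response there. Far fewer genes were changed than the 1898 called in WT RCS. Changes as small as the median log2 changes called there, 0.93 and -0.88, were not simulated. The quasi-likelihood interaction test recovered 60.5% of the changed genes.

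Gene names were taken from the 1998 rows used of Table EV4, which pair identifiers with symbols. A table of RefSeq genes pairs none of the identifiers of the counts. Of the tested genes, 1418 have a name. Other genes were counted but not named, and Fgfr3 and Fgfr4, Fgfr1, Fgfr2, Fam134b and the other ER-phagy receptors, Tfeb, Tfe3, Mitf, Ctsa, Ctsd and Lamp1 were not analysed here by name. Psap and Sqstm1 are named because their interaction passed among the genes of Table EV6. The other genes named in the text follow a rule. They are genes the paper names, the 3 genes of Table EV6 with the largest and the 3 with the smallest change in WT RCS, and the 5 largest rises and 5 largest falls in WT RCS. For the interaction and for the comparison without FGF18, the 3 largest in each direction were taken. A gene that is not reported here was passed over for the next one. The genes with the largest changes had to pass the threshold, have log2 CPM above 1 on average and have the replicates of one group all on one side of those of the other. Gene lists for lysosome, DNA replication, tRNA ligases, ribosomal proteins and proteasome were compared with the induced and inhibited genes by one-sided Fisher's exact tests within the 1418 named genes, adjusted over lists and directions. The themes of these lists match terms that the paper reports from the same libraries. The odds ratios were computed with a small constant added to each count. A scan of promoters for CLEAR sites was not run, since no genome was used here.

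The groups, the comparisons, the rule, the gene lists and the alternatives were fixed before the data were examined. The alternatives were edgeR's likelihood-ratio test, DESeq2, upper-quartile normalization, no filter on low counts, a filter of at least 1 CPM in 3 libraries, a model of only the groups compared, a replicate block, and each library left out in turn. The pairing of libraries in the replicate block comes from the replicate numbers in the sample labels. One alternative, the likelihood-ratio test with the filter of at least 1 CPM in 3 libraries, was added after the data were examined. Further combinations of edgeR's normalization, dispersion estimates and tests were tried after the data were examined, to see how near each came to the paper's number of differentially expressed genes. None gave that number, and none was used for a result.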

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

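The interaction test, the fits that each left out a library, DESeq2 and the replicate block were fixed before the data were examined. The other tests in this part, of technical explanations and of chance, were chosen after the results they test had been seen. FGF18 had a different effect in the 2 genotypes for 802 genes, by the interaction test of edgeR (FDR under 0.05). Among the named genes, the log2 interaction was negative, with a rise in WT RCS that was smaller or absent in FGFR3/4KO RCS, for Scin (-4.51), Cdkn2b (-3.71), C1qtnf1 (-2.97), Flot1 (-2.94), Phlda1 (-2.74), Lamp2 (-1.39) and Litaf (-1.11). The same held for Sqstm1 (-1.14) and Psap (-0.73). The log2 interaction was positive, with a fall in WT RCS that was smaller or absent in FGFR3/4KO RCS, for Tdrd5 (2.62), Arhgap31 (2.33), Auts2 (2.11) and Foxm1 (1.70). Arhgap31, Auts2 and C1qtnf1 have few reads, and DESeq2 gave no adjusted p-value for these 3. Scin has at most 3 reads per WT vehicle library, and Tdrd5 at most 11 per WT FGF18 library. Arhgap31 passed the threshold in 2, and Auts2 in 3, of the 12 fits that each left out a library. With the replicate block neither passed (FDR = 0.0547 and 0.0561). Some genes already differed between the genotypes without FGF18, in the direction of its effect in WT RCS. They were Scin (log2 fold change 3.14), C1qtnf1 (2.43), Lamp2 (1.05), Psap (0.50) and Auts2 (-1.64), with FDR = 0.0018, 0.0049, 0.020, 0.0033 and 0.018 (edgeR). In these genes the interaction goes with a different starting level. Foxm1 differed against that direction (0.67, FDR = 0.0048, edgeR), and the other genes named here did not pass.

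Several technical explanations were tested for the difference between genotypes. Lower depth of the FGFR3/4KO libraries was tested by thinning the WT libraries to the totals of the FGFR3/4KO libraries in 20 draws. The thinned WT libraries gave between 1763 and 1842 changed genes, with a median of 1799, against 1893 at full depth and 2 in FGFR3/4KO RCS, all in models of one genotype. The spread between replicates was similar in the 2 genotypes, with a common biological coefficient of variation (edgeR) of 13.1% in FGFR3/4KO RCS and 12.9% in WT RCS. Leaving out the 18 genes that are among the 10 highest of any library left 798 interaction genes. A swap of libraries between the counts and the paper's Table EV4 was tested by comparing CPM values. Under their labels, 12 of 12 libraries were equal to within 0.0538 CPM. The level of the targeted receptors was not analysed here by name.

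Whether the grouping arose by chance was examined by dividing the libraries otherwise, which with 3 libraries per group cannot give a share under 0.05. When the 6 vehicle and FGF18 pairs of equal number were divided between the genotypes in every way, with the pair as a block, 1 of the 10 divisions, the real one, gave as many interaction genes as the real one (630), and the other divisions gave 0. For the effect of FGF18 in WT RCS, 1 of the 4 splits that part all 3 same-numbered pairs, again the real one, gave 1898 genes. The other splits gave 0, also among those that part fewer pairs. For FGFR3/4KO RCS the real split gave 0 genes, with 478 at an unadjusted p under 0.05, so that 4 of 4 such splits give at least as many by definition and the splits show nothing about chance there. For FGFR3/4KO against WT RCS without FGF18, 1 of 4 such splits gave 1038 genes or more, and the others gave 0. The smallest share that these designs allow is above 0.05, so the share alone cannot exclude chance. The numbers of genes for the effect in WT RCS, the interaction and the comparison without FGF18 do not decide it either. Every other division mixes the groups compared, so any strong grouping of the libraries widens the spread within the mixed groups. The real labels gave 1898, 630 and 1038 genes, and every other division gave 0.

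As a hypothesis, the interaction may reflect the loss of FGFR3 and FGFR4, since neither depth (1799 genes after thinning), nor spread (13.1%), nor the highest genes (798) accounts for it. The splits cannot exclude chance. The other divisions, which mix the genotypes, gave 0 interaction genes against 630. For some of the named genes the level without FGF18 also differed between the genotypes. Batches of culture or sequencing were not tested. FGFR3/4KO RCS are described as one clone, so that the genotype cannot be told apart from other properties of that clone.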

How the results depend on the processing

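The counts of genes induced and inhibited by FGF18 in WT RCS, and of genes with a positive and a negative interaction, stayed within 1.5 times their values under every alternative fitted for them. The interaction has no value for the model of only the groups compared. It also has none for the likelihood-ratio test with the filter of at least 1 CPM in 3 libraries. For WT RCS they ranged from 643 to 871 induced and from 679 to 874 inhibited genes across the 6 fits that each left out one library. With the replicate block, 876 and 884 genes were changed in WT RCS, and libraries with the same number were not more alike than others. The counts of Table EV5 genes past the threshold also stayed within 1.5 times their values.

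In FGFR3/4KO RCS, where 0 genes were called (478 at an unadjusted p under 0.05), several alternatives called a few. Without a filter on low counts, 9 genes were induced and 11 inhibited. The likelihood-ratio test called 3 inhibited genes, the filter of at least 1 CPM in 3 libraries 1, and the model of only FGFR3/4KO libraries 2. The likelihood-ratio test with that filter, chosen after the data were examined, called 3. DESeq2, upper-quartile normalization, the replicate block and the 6 fits without one library called 0. The cause was not tested.

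For FGFR3/4KO against WT RCS without FGF18, 448 genes were lower in FGFR3/4KO RCS. The model of only these groups gave 685, and the 6 fits without one library gave from 258 to 353. Among the tested genes of Table EV6, 4 passed the interaction test, and from 2 to 4 did across the 12 fits without one library. DESeq2, no filter on low counts and the filter of at least 1 CPM in 3 libraries each gave 3. The median log2 fold change of the tested genes of Table EV6 in WT RCS, 0.86, ranged from 0.74 to 0.94 across the 6 fits without one WT library. In FGFR3/4KO RCS it was 0.17 and ranged from 0.05 to 0.23 across the 6 fits without one FGFR3/4KO library. It was 0.29 there without a filter on low counts, and 0.31 with the filter of at least 1 CPM in 3 libraries. The lysosomal gene list kept its enrichment under every alternative fitted for it, except in the following case. With only induced genes of a log2 fold change of at least 1 counted, the odds ratio was 3.09 (one-sided Fisher's exact test, p = 0.208). The cause was not tested in any of these.

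Of the 29 results for single genes named by the rule, with 384 values under alternatives, 350 values kept their direction and side of the threshold, 31 kept their direction but no longer passed, 3 kept it without an adjusted p-value from DESeq2, and none reversed. The 31 belong to Gusb and Cd164 in WT RCS, the interactions of Arhgap31 and Auts2, and Hoxd9 without FGF18. The 3 are the interactions of Arhgap31, Auts2 and C1qtnf1. The difference between Table EV6 genes with and without a CLEAR site kept its sign and did not pass under any alternative. The CLEAR scan of promoters and its alternatives were not run. Depth limits the genes with few reads. In FGFR3/4KO vehicle replicate 2, 3 reads amount to 8.02 CPM, against 2.51 CPM in the largest library.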

Differences from the paper's values

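One log2 fold change had another sign than in the paper's Table EV6. For Tmem175 in FGFR3/4KO against WT RCS without FGF18, it was -0.0076 here (standard error 0.37), against the paper's 0.018. Among the alternatives set before the data were examined, those without WT vehicle replicate 1 and without FGFR3/4KO vehicle replicate 2 had the paper's sign and differed from it by less than the standard error, and the others did not have its sign.

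With the main setting, the numbers of differentially expressed genes did not differ from the paper's by a ratio above 1.5. None of the settings gave the paper's values. The paper's numbers are 1164 induced and 1061 inhibited genes, 2225 in all, against 950, 948 and 1898 here. The likelihood-ratio test gave 2034 in all and DESeq2 1519. The ratio passed 1.5 for induced genes with DESeq2 (733) and without WT vehicle replicate 2 (759), WT vehicle replicate 3 (643) or WT FGF18 replicate 2 (722). It also passed 1.5 for inhibited genes (679) and for all genes (1322) without WT vehicle replicate 3. The likelihood-ratio test with at least 1 CPM in 3 libraries, chosen after seeing the values, gave 2129. Among the 1418 tested genes with a name, the paper's table has 386 with an FDR under 0.05 in WT RCS, 341 passed here, and 334 passed in both.

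The paper lists Tmem175 among the genes induced in WT RCS. Its log2 fold change was 0.80 here, with an FDR of 0.053 (edgeR's quasi-likelihood test). Hpse, which the paper also lists, did not pass the filter on low counts. The paper's text gives 55 genes with a CLEAR site, and its Table EV6 marks 57.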

Other observations

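The comparison of FGFR3/4KO with WT RCS without FGF18 was fixed before the data were examined. Of the other tests in this part, the one on FGFR3/4KO vehicle replicate 2 and the one on genes above the median expression were written down before their results were seen. The rest were chosen after.

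Without FGF18, 590 genes were higher and 448 lower in FGFR3/4KO than in WT RCS (edgeR's quasi-likelihood test, FDR under 0.05). The largest differences among named genes were those of Map7d2 (log2 fold change 4.30), Scin (3.14) and Fam69b (2.75), which were higher in FGFR3/4KO RCS, and of Sptlc3 (-4.26), Hoxd9 (-2.66) and Tmed4 (-2.25), which were lower. Across the 6 fits without one library, Hoxd9 lay between -6.585 and -2.10, Tmed4 between -3.555 and -1.95, and Map7d2 between 3.87 and 6.22. Sptlc3, Hoxd9 and Tmed4 have at most 1, 4 and 8 reads per FGFR3/4KO vehicle library. Map7d2 has at most 1 read per WT vehicle library. The order of these genes by size is thus not fixed. Of the genes induced by FGF18 in WT RCS, 185 were higher and 57 lower in untreated FGFR3/4KO RCS. Of the genes inhibited, 60 were higher and 112 lower. In the paper's Table EV6, 16 of the 66 genes are higher and 2 lower in untreated FGFR3/4KO RCS at the paper's FDR under 0.05. All these overlaps rest on WT vehicle libraries that both comparisons share, and noise in those libraries alone shifts the counts in this direction. The size of that shift was not computed, so the counts alone do not show a resemblance.

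A hypothesis is that untreated FGFR3/4KO RCS partly resemble FGF18-treated WT RCS. Across the 1898 genes changed by FGF18 in WT RCS, which are not independent replicates, the log2 changes of the 2 comparisons correlated with r = 0.356. This value is raised by the WT vehicle libraries that both comparisons share. With separate WT vehicle libraries for each, and genes chosen without the library used for the genotype comparison, r lay between 0.207 and 0.319. Among genes above the median expression the lowest such r was 0.213. With separate libraries, noise of genes with few reads is not shared by the comparisons and would lower r. This value therefore does not test noise as a cause. Over all 7378 genes r lay only between 0.104 and 0.181. On the first principal component the untreated FGFR3/4KO libraries (20.9 to 29.0) lay on the other side of the WT vehicle libraries (-3.50 to -0.32) from the WT FGF18 libraries (-44.2 to -38.1). On the second they lay from -8.16 to -6.44, within the range of the WT FGF18 libraries (-18.97 to -4.11) and apart from the WT vehicle libraries (29.5 to 32.1). The components thus point in different directions. The correlation across genes is small, and since FGFR3/4KO RCS are one clone, the loss of the receptors cannot be told apart from other properties of that clone. Batches of culture or sequencing were not tested.

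A second hypothesis is that a small response to FGF18 remains in FGFR3/4KO RCS. Of the 1898 genes changed in WT RCS, 58.0% changed in the same direction in FGFR3/4KO RCS, with a slope of 0.058 of the change in WT RCS. The median log2 fold change in FGFR3/4KO RCS was 0.06 for genes induced and -0.04 for genes inhibited in WT RCS, where it was 0.93 and -0.88. Without FGFR3/4KO vehicle replicate 2, the library of lowest depth, the share was 57.1%. The real labelling gave the highest share and the highest slope of the 20 labellings of the 6 libraries, 1 of 20 in each case, and the largest share of the others was 56.1%. Since 1 of 20 is the smallest result that 20 labellings allow and is not under 0.05, the labellings alone cannot exclude chance.

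The share of reads left uncounted for low alignment quality was lower in all 6 FGFR3/4KO libraries than in all 6 WT libraries. Depth was examined by correlating the share with the library's total over the classes of htseq-count, which holds no unaligned reads, within each genotype. Pearson's r was 0.599 in WT RCS (exact permutation test, p = 0.229, n = 6) and -0.692 in FGFR3/4KO RCS (p = 0.129, exact permutation test, n = 6). Spearman's rho was 0.486 (p = 0.356, exact permutation test) and -0.543 (p = 0.297, exact permutation test), and the 4 p-values adjusted by Benjamini-Hochberg were all 0.356. Without the 2 libraries farthest from the median depth, r was 0.362 and -0.850. These correlations over 6 libraries do not settle the question, but the totals of the genotypes overlap. Among the libraries with totals from 4797624 to 6072631 reads, the share was between 77.0 and 78.3% in 3 WT libraries and between 71.2 and 73.0% in 3 FGFR3/4KO libraries, so that depth alone does not account for the difference. FGFR3/4KO FGF18 replicate 1, just under this range with 4775772 reads, had 73.8%. The range was set after the shares had been seen. Batches were not tested, and no biological explanation was tested.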
